# microRNA miR-142-3p Inhibits Breast Cancer Cell Invasiveness by Synchronous Targeting of WASL, Integrin Alpha V, and Additional Cytoskeletal Elements

**DOI:** 10.1371/journal.pone.0143993

**Published:** 2015-12-10

**Authors:** Alexander Schwickert, Esther Weghake, Kathrin Brüggemann, Annika Engbers, Benjamin F. Brinkmann, Björn Kemper, Jochen Seggewiß, Christian Stock, Klaus Ebnet, Ludwig Kiesel, Christoph Riethmüller, Martin Götte

## Abstract

MicroRNAs (miRNAs, micro ribonucleic acids) are pivotal post-transcriptional regulators of gene expression. These endogenous small non-coding RNAs play significant roles in tumorigenesis and tumor progression. miR-142-3p expression is dysregulated in several breast cancer subtypes. We aimed at investigating the role of miR-142-3p in breast cancer cell invasiveness. Supported by transcriptomic Affymetrix array analysis and confirmatory investigations at the mRNA and protein level, we demonstrate that overexpression of miR-142-3p in MDA-MB-231, MDA-MB-468 and MCF-7 breast cancer cells leads to downregulation of *WASL* (Wiskott-Aldrich syndrome-like, protein: N-WASP), Integrin-αV, *RAC1*, and *CFL2*, molecules implicated in cytoskeletal regulation and cell motility. *ROCK2*, *IL6ST*, *KLF4*, *PGRMC2* and *ADCY9* were identified as additional targets in a subset of cell lines. Decreased Matrigel invasiveness was associated with the miR-142-3p-induced expression changes. Confocal immunofluorescence microscopy, nanoscale atomic force microscopy and digital holographic microscopy revealed a change in cell morphology as well as a reduced cell volume and size. A more cortical actin distribution and a loss of membrane protrusions were observed in cells overexpressing miR-142-3p. Luciferase activation assays confirmed direct miR-142-3p-dependent regulation of the 3’-untranslated region of *ITGAV* and *WASL*. siRNA-mediated depletion of *ITGA*V and *WASL* resulted in a significant reduction of cellular invasiveness, highlighting the contribution of these factors to the miRNA-dependent invasion phenotype. While knockdown of *WASL* significantly reduced the number of membrane protrusions compared to controls, knockdown of *ITGAV* resulted in a decreased cell volume, indicating differential contributions of these factors to the miR-142-3p-induced phenotype. Our data identify *WASL*, *ITGAV* and several additional cytoskeleton-associated molecules as novel invasion-promoting targets of miR-142-3p in breast cancer.

## Introduction

MicroRNAs (miRNAs) are endogenous small non-coding RNAs comprised of approximately 19–25 nucleotides. Primary miRNA transcripts are cleaved by the RNase enzyme complex Drosha-DGCR8 in the nucleus and subsequently by the action of the cytoplasmic RNase III Dicer1 [1–3]. One miRNA duplex strand is degraded while the other strand is incorporated into the microRNA ribonucleoprotein complex which binds to partially complementary target sites in the 3’-untranslated region (3’UTR) of target mRNAs. Depending on the degree of complementarity, expression of the encoded protein is either repressed translationally or its mRNA is degraded [3,4]. miRNAs have emerged as regulators of gene expression in critical cellular processes such as differentiation, apoptosis and stem cell renewal [2, 3]. In breast cancer, dysregulated miRNA expression is associated with tumor occurrence, progression and metastasis [5–10]. miR-142-3p is dysregulated in clinical samples of breast cancer and breast cancer cell lines relative to normal breast tissue [8,11]. The functional role of miR-142-3p in breast cancer cells has not been elucidated, yet. However, miR-142-3p-dependent functions have been identified in hematopoiesis [12], the immune system [13] and in relation with hemato-oncological diseases [14]. Aberrant expression or function of miR-142-3p has been noted in several additional forms of cancer, including clear-cell kidney cancer, non-small cell lung cancer, hepatocellular carcinoma, colon cancer and thyroid cancer [15–18]. In this study, we aimed at investigating a potential role for miR-142-3p in the regulation of breast cancer invasiveness *in vitro*. We demonstrate that upregulated miR-142-3p expression levels in a panel of human breast cancer cell lines leads to inhibition of Integrin-αV, a transmembrane receptor subunit implicated in matrix-dependent regulation of cell adhesion and motility [19–21]. Furthermore, expression of several additional factors related to cytoskeletal function, such as *WASL* (*N-WASP*), *CFL2*, *RAC1* and *ROCK2*, is reduced following miR-142-3p overexpression. As a consequence of targeting these molecules, miR-142-3p reduces the formation of membrane protrusions and pronounced changes in cell shape and size, ultimately resulting in a significant inhibition of breast cancer cell invasiveness. Our data suggest a novel fundamental posttranscriptional mechanism of cell motility regulation by miR-142-3p, with translational implications for breast cancer pathogenesis and therapy.

## Materials and Methods

### Materials

Media and fetal calf serum supplies were from PAA (Pasching, Germany). Tissue culture supplied from Gibco BRL (Karlsruhe, Germany). Unless stated otherwise, all chemicals were from Sigma (Deisenhofen, Germany).

### Cell culture and microRNA transfection

The human breast cancer cell lines MDA-MB-231, MDA-MB-468 and MCF-7 were purchased from ATCC / LGC Standards (Wesel, Germany) [22]. Cell line authenticity was confirmed by STR analysis. Cells were grown to 70% confluency in 6-well-plates and transiently transfected using Dharmafect reagent (Dharmacon, Lafayette, CO, USA) and 10 nM negative control miRNA #1, miR-142-3p precursor, or 20 nM antimiR-142-3p (all from ABI, Darmstadt, Germany), respectively [8,9]. Functional analyses were performed 72h after transfection. Normal human skin fibroblasts have been previously described [23].

### RNA isolation and reverse transcription

microRNA and mRNA isolation from cultured cells were both performed using the innuPREP RNA Mini Kit (Analytik Jena AG, Jena, Germany) following the manufacturer’s instructions. MicroRNA was converted into cDNA using the TaqMan MicroRNA Reverse Transkription kit (Applied Biosystems Inc., Foster City, USA). Reverse transcription of mRNA was performed using the First strand cDNA Synthesis kit (Fermentas GmbH, St Leon Rot, Germany).

### Cell proliferation assay

MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay was carried out for 24 h as previously described [9,10]. 72 h after microRNA precursor transfection, 10,000 MDA-MB-231, MDA-MB-468 and MCF-7 cells were seeded in 96-well plates and cultured for 24 h, followed by 24 h incubation in the presence of MTT, lysis and optical density measurement at 595 nm in a microplate reader.

### Cell size measurement

The two-dimensional size [μm^2^] of transfected MDA-MB-231 and MDA-MB-468 cells was measured using phase contrast microscopy and Zeiss AxioVision 4.3 (Zeiss, Jena, Germany) imaging software.

### Cell volume and dry mass determination with digital holographic microscopy (DHM)

Digital off-axis holograms of suspended transfected MDA-MB-468 cells and control cells in DMEM with an osmolality of 320 mOsmol/kg were recorded with a previously described setup [24]. The cell volume (V) was determined from numerically reconstructed quantitative digital holographic microscopy phase images of selected suspended single cells with spherical appearance as previously reported [24,25]. The dry mass was determined as previously described [26].

### Quantitative TaqMan real-time PCR analysis

The indicated cell lines were transfected with a control miR precursor, a miR-142-3p precursor followed by mRNA isolation, cDNA preparation and qPCR (quantitative real-time polymerase chain reaction) [9, 10]. All TaqMan probes were purchased from Applied Biosystems, normalizing to 18S rRNA expression. Data were calculated and expressed as fold change vs control transfected cells using the 2^-ΔΔCt^ method.

### Affymetrix transcriptomic analysis

RNA concentration and purity were measured using a Nanodrop spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA). RNA integrity was checked with an Agilent Bioanalyzer (software version B.02.07.SI532) on a RNA Nano Chip (both Agilent Technologies Inc., Santa Clara, CA, USA). Affymetrix GeneChip Human Gene 1.0 ST microarrays (Affymetrix UK Ltd., High Wycombe, UK) were performed using the manufacturers´ protocols. The samples were amplified from 100 ng of total RNA in accordance with the Ambion WT Expression assay kit (LifeTechnologies GmbH, Darmstadt, Germany) and fragmented and end-labeled in accordance with the Affymetrix GeneChip WT Terminal Labeling protocol. The prepared targets were hybridized overnight to Affymetrix GeneChip Human Gene 1.0 ST arrays. Following hybridization, the arrays were washed and stained using the Affymetrix GeneChip Fluidics Station 450 and scanned using the Affymetrix GeneChip Scanner 3000 7G. Statistical analyses of microarray data were performed using the Partek Genomics Suite software (Partek Inc., St. Louis, MO, USA). CEL-files (containing raw expression measurements) were imported to Partek GS. The robust multi-array average (RMA) algorithm was used for normalization. The array data were quantile normalized and log-2 transformed. For each probe, a one-way analysis of variance (ANOVA) was performed: **Y**_**ij**_ = **μ** *+* **Type**_**i**_ *+* **Ɛ**_**ij**_, where Y_ij_ represents the j^th^ observation on the i^th^ Type. μ is the common effect for the whole experiment and ε_ij_ represents the random error present in the j^th^ observation on the i^th^ Type. The errors Ɛ_ij_ are assumed to be normally and independently distributed with mean 0 and standard deviation δ for all measurements. For each probe, a student ***t***-test was applied to statistically compare the difference between the means of the groups´ “1423” and “chl” expression measurements. A ***p***-value ≤0.05 was used as a threshold for significance. These data are available through the Gene Expression Omnibus (GEO), accession number GSE50829.

### Luciferase assays

MDA-MB-231, MDA-MB-468 and MCF-7 breast cancer cells were transfected with plasmid pEZX-MT01-N-WASP-3’UTR expressing firefly luciferase (hLuc) under the control of an SV40 enhancer and the 3’UTR of human *ITGAV*, and renilla luciferase (hRLuc) under constitutive control of the cytomegalovirus (CMV) promoter (HmiT055211, GeneCopoeia). An analogous construct was used to investigate regulation of *WASL* (HmiT021768, GeneCopoeia, Rockville, MD, USA). Cells were co-transfected with a control miR precursor or pre-miR-142-3p and simultaneously assayed for activity of both luciferases 72h after transfection [9,10].

### Western Blotting

Extracts of cells transfected with control precursor miR, miR-142-3p or anti-miR-142-3p were analyzed by western-blotting using specific rabbit antibodies against integrin αV, N-WASP (Cell Signaling, Frankfurt a.M., Germany, 1:1,000) and appropriate peroxidase-labeled secondary antibodies (Calbiochem, Darmstadt, Germany, 1:1,000) as previously described [9,10]. Stripped blot membranes were reprobed with mouse-anti-tubulin antibodies (Sigma, Munich, Germany, 1:4,000) and appropriate secondary antibodies as a loading control (N = 3). In addition, extracts of non-transfected MDA-MB-468, MDA-MB-231 and MCF-7 cells were analyzed by western-blotting using mouse mAb anti–β1 integrin (BD Biosciences), mouse mAb anti–β3 integrin (BD Biosciences), and mouse mAb anti-β5 integrin (Santa Cruz), as primary antibodies at the dilutions recommended by the manufacturer (1:500–1:1,000).

### Nano-texture analysis with Atomic Force Microscopy (AFM)

AFM measurements were performed as described before [27]. Briefly, cells were chemically stabilized by 1% glutardialdehyde fixation. AFM was carried out in PBS-buffer using soft, gold-coated cantilevers (0.01 N/m, MLCT, VEECO, Mannheim, Germany) in contact mode at forces less than 5 nN. For texture analysis, subcellular scan areas of (10μm^2^) are recorded. Topographical data of the cell surfaces were analysed using the nAnostic™-method applying customized, proprietary algorithms (Serend-ip GmbH, Münster, Germany) [28]. Nanostructures protruding from the mean surface level are morphometrically evaluated through computer vision. Then, objects are filtered by size and shape; here, only structures of positive local deviational volume (LDV), smaller than 500 nm in height and an area smaller than 1μm^2^ were considered. Number values are extracted for the count of classified objects (per image) and the sum of their deviational volumes (LDVs).

### Confocal immunofluorescence microscopy

MDA-MB-468 and MCF-7 breast cancer cells were subjected to control precursor or miR-142-3p precursor transfection and analyzed by confocal immunofluorescence microscopy on a Leica TCS microscope (Leica, Wetzlar, Germany), or a Zeiss LSM 780 (Carl Zeiss, Jena, Germany) (Z-stacks) using Plan-Apochromat 63x/1.40 Oil DIC objectives. Human skin fibroblasts [23] were used as a control. Samples were prepared as previously described [10] using ALEXA555-phalloidin (Invitrogen, Eugene, OR, USA, 1:1000) for staining of actin filaments, as well rabbit-anti-Integrin-αV (Cell Signaling, 1:100), mouse mAb anti–human integrin αvβ3 (Millipore, 1:100), mouse Ab anti-human vinculin (Sigma, 1:300) and appropriate ALEXA488 or ALEXA594-labeled secondary antibodies (Invitrogen, 1:600). Cell nuclei were visualized by 4’,6’-diamidino-2-phenylindole (DAPI) staining (Sigma, 1:5,000).

### Matrigel invasion assay

24 h after pre-miR transfection, twenty-five thousand cells in 0.5 ml DMEM/10% FCS (fetal calf serum) were added in duplicates to the upper compartments of BioCoat Matrigel Invasion Chambers (BD Biosciences, Heidelberg, Germany). After 24 h, the medium was replaced by serum-free DMEM. To the lower compartment, 0.75 ml DMEM/10% FCS was added. After 48 h, the cells on the lower surface were fixed and stained with Diff-Quik dye (Medion, Düdingen, Switzerland). Excised and mounted filter membranes were photographed using a Zeiss Axiovert microscope equipped with Axiovision software (Zeiss, Jena, Germany) at x100 magnification. For each membrane, cells in five visual fields were counted. Relative invasiveness was expressed as percentage of the cell number on compound-treated inserts compared with control inserts (n>3).

### siRNA-mediated depletion of ITGAV and WASL

Cells were transfected with 20 nM *ITGAV*- or *WASL*-specific siRNA, or a nonspecific control siRNA (all from Ambion, Darmstadt, Germany), essentially as previously described [10]. Knockdown efficiency was confirmed by qPCR and Western blotting. Matrigel invasion chamber assays, quantitative AFM analysis and digital holographic microscopy were performed 72h after transfection.

### Statistics

All experiments were repeated at least three times in duplicates. Data are presented as the mean values±s.e.m. The data were tested for significance employing Student’s unpaired t-test. The level of significance was set at P<0.05.

## Results

### miR-142-3p inhibits invasiveness of human breast cancer cells

In previous studies, miR-142-3p expression correlated with the invasiveness of different breast cancer subtypes [8], with highly invasive bone metastatic MDA-MB-231 cells [29] and with biopsies of the triple-negative subtype [11]. Moreover, miR-142-3p has been identified as part of a signature of six miRNAs which discriminates between tumors from BRCA1/2 mutation carriers and noncarriers with >90% accuracy [30]. We hypothesized that upregulation or inhibition of miR-142-3p expression in breast cancer cells may regulate target molecules playing key roles in breast cancer pathogenesis, thus inducing a more benign phenotype. Using transient microRNA precursor and antimiR inhibitor transfection, we studied the impact of miR-142-3p on invasiveness and cell viability in a panel of three well-established breast cancer cell lines exhibiting different degrees of dedifferentiation, different hormone receptor status, *BRCA1* variant expression levels [31] and malignant potential [22, 32]. This way, we wanted to reflect the heterogeneity of the disease, and investigate if the impact of miR-142-3p on breast cancer cell behaviour is uniform, or restricted to certain subtypes. qPCR analysis in the cell lines MDA-MD-231 (mesenchymal morphology, estrogen receptor negative (ER–), claudin-low, highly invasive and tumorigenic in nude mice), MDA-MB-468 (weakly luminal epithelial-like, ER–, Ki67 high, intermediate invasiveness, forms tumors in nude mice) and MCF-7 (luminal-epithelial-like, ER+, Ki67 low, weakly invasive *in vitro*), revealed about 80-fold higher miR-142-3p expression in MDA-MB-231 cells compared to MDA-MB-468 and MCF-7, which exhibited similar expression levels (S1 Fig). For functional studies, cells were transiently transfected with a control miRNA precursor, pre-miR-142-3p, or an antimiR-142-3p, respectively. Successful transfection was confirmed by qPCR (S1 Fig). In MDA-MB-468 and MCF-7 cells, miR-142-3p upregulation inhibited *in vitro* Matrigel invasiveness by 68% and 35%, respectively (Fig 1A and 1B). While miR-142-3p upregulation yielded highly variable results in MDA-MB-231 cells, anti-miR-142-3p transfection increased invasiveness by more than 50% (Fig 1A). miR-142-3p upregulation had no significant impact on cell viability (Fig 1C). However, phase contrast and digital holographic microscopy revealed a significant decrease in cell size and volume induced by miR-142-3p (Fig 1D–1I), suggesting that changes in cell shape and size may be linked to the invasion phenotype.

**Fig 1:**
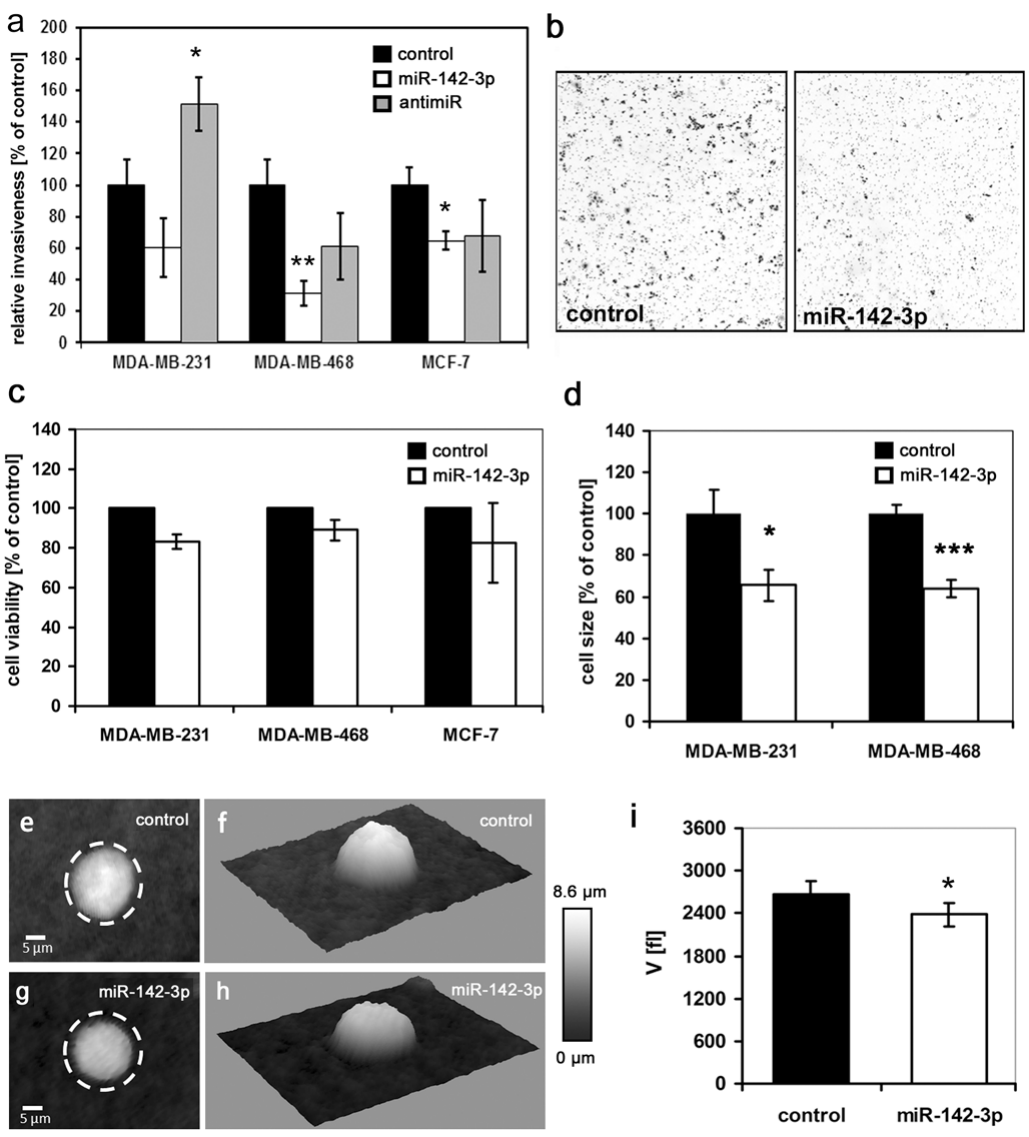
Functional analysis of miR-142-3p upregulation on invasiveness, viability and size of MDA-MB-231, MDA-MB-468 and MCF-7 breast cancer cells. Cells were transfected with a control miRNA, miR-142-3p or antimiR-142-3p as described in the methods section. (a,b) Matrigel invasion assay (BD Biosciences, Heidelberg, Germany) was performed as previously described [9,10]. miR-142-3p significantly inhibited breast cancer cell invasiveness by 39% and 32% in MDA-MB-468 (24h) and MCF-7 cells (48h) respectively. In MDA-MB-231 cells, anti-miR-142-3p caused a significant increase in invasiveness of more than 50%. Error bars = s.e.m (n≥6, *P<0.05, ***P<0.01). (b) Right panel: representative micrographs of invasion filter membranes after crystal violet staining (MDA-MB-468). (c) MTT assay reveals no significant effect of miR-142-3p on cell viability. MDA-MB-231, MDA-MB-468 and MCF-7 cells transfected with miR-142-3p precursors or a control miR precursor were allowed to proliferate for 72h. Error bars = s.e.m., n≥3. (d-i) miR-142-3p upregulation reduces cancer cell diameter and volume. (d) The two-dimensional size [μm^3^] of transfected MDA-MB-231 and MDA-MB-468 cells revealed a significant decrease in size upon miR-142-3p upregulation. N>70, error bars = SEM, *P<0.05, ***P<0.01. (e-i) Digital holographic microscopy (DHM) of miRNA transfected MDA-MB-468 cells reveals decreased cell volume after miR-142-3p transfection. (e,g). Representative quantitative DHM phase contrast images of suspended transfected MDA-MB-468 cells (g) and control cells (e) (coded to 256 gray levels); the dashed circles illustrate the cell volume increase. (f, h) pseudo-three-dimensional representations of the phase images in e, g correspond to the projection of the cell thickness. (i) cell volume V of n = 251 miR-142-3p transfected cells appears significantly decreased in comparison to the volume of n = 172 control cells; Data are mean ± SEM, *P<0.05, ***P<0.001.

### miR-142-3p upregulation reduces expression of gene products linked to cytoskeletal function and cell motility

*In silico* analysis using the MiRanda-algorithm [33] yielded more than 4300 predicted mRNA targets of miR-142-3p. 

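MDA-MB-231, a human line of triple-negative breast cancer, was transfected with 10 nM of a miR-142-3p precursor or of a control miRNA precursor, and RNA was taken 72 h later. 3 arrays of cells with the miR-142-3p precursor and 3 arrays of control cells were deposited, and the legend of S1 Table calls them biological replicates. A precursor is a short double-stranded RNA that the cell loads as a mature miRNA, which the arrays do not measure. The authors made 1 log2 expression value per transcript cluster and array by RMA, which corrects background, equalizes the distribution of values between arrays (quantile normalization) and summarizes the probes of a cluster. A change shared by all mRNAs would therefore not be seen. The values ran from 2.50 to 14.4 over all arrays, with medians from 6.90 to 7.00. Across the 33297 transcript clusters, Pearson's r was 0.996 to 0.997 between arrays of the same group and 0.993 to 0.996 between groups. Clusters are measurements on the same arrays and not independent replicates. The platform annotation paired 19460 clusters with 1 gene symbol (18417 genes), 1754 with several and 12083 with none. No cluster was left out, since the methods state no filter. Whether the clusters without a symbol include control probes of the array was not checked. Each cluster was compared between the groups with limma's moderated test, and P values were adjusted over all 33297 clusters by the method of Benjamini and Hochberg. The study's criteria, an unadjusted P under 0.05 and a fold change of at least 1.5, were applied to the same test. 23 lists of genes, such as actin regulators, interferon-stimulated genes and markers of other cell types, were fixed before the array values were examined, while the folds of S1 Table, which come from the same arrays, had been seen. A list with members in S1 Table is therefore not chosen independently of these arrays. Whether the genes of a list moved one way relative to all other genes was tested with limma's camera, with a preset correlation between genes of 0.01 and P values adjusted over the lists. The median log2 fold change was −0.028 over all clusters and −0.038 over those with 1 gene symbol. A list median, or a count of members above or below 0, is therefore to be read against a value slightly below 0. The number of arrays limits the precision. In simulated data of the same size, the test recovered 51% of 200 clusters changed by 1.5-fold and 86.5% of 200 changed by 2-fold at an adjusted P under 0.05, beside 9 and 8 false calls. The simulated clusters were independent of each other, which those of real arrays need not be.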

To screen for miR-142-3p-regulated candidate genes, we compared the transcriptome of miR-142-3p-overexpressing MDA-MB-231 cells against that of control miRNA precursor-transfected cells using Affymetrix U133v2 Gene Arrays. 

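Cells with the miR-142-3p precursor held more RNA of 557 transcript clusters and less of 375 than control cells at an adjusted P under 0.05 from limma. Among clusters that the platform annotation pairs with 1 gene symbol, with 1 cluster taken per gene, and past the adjusted P with every miR-142-3p array beyond every control array, the 10 largest rises were in SERPINA6, CD177, ATP6V1C2, SGK2, SIRPB1, ALPK2, GAL3ST1, ASB2, MPZL2 and STC1. The 10 largest falls under the same limit were in WASL, BOD1, MANBAL, CFL2, PAEP, TWF1, VAMP3, SERPINB4, AKT1S1 and FAM114A1. CD177, a surface glycoprotein of neutrophils, had a log2 fold change of 1.61 (standard error 0.16, adjusted p = 0.00695 from limma). ATP6V1C2, a subunit of the vacuolar proton pump, rose by 1.51 and the kinase gene SGK2 by 1.44 on the log2 scale. ASB2, whose protein directs filamins to degradation, rose by 1.19, and STC1, a secreted glycoprotein hormone, by 1.18. Among the falls, BOD1, needed for the attachment of chromosomes to the spindle, had a log2 fold change of −1.14 (standard error 0.05, adjusted p = 0.00125 from limma). TWF1, which encodes the actin monomer-binding protein twinfilin-1, fell by 0.97, and VAMP3, a SNARE protein of recycling endosomes, by 0.90 on the log2 scale. AKT1S1, which encodes the mTORC1 inhibitor PRAS40, fell by 0.87. That limit left out SERPINB2, whose cluster has no symbol in the annotation, and ARL2, whose cluster has several and fell by 0.86, which would otherwise stand among the 10.

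**Figure D1:**
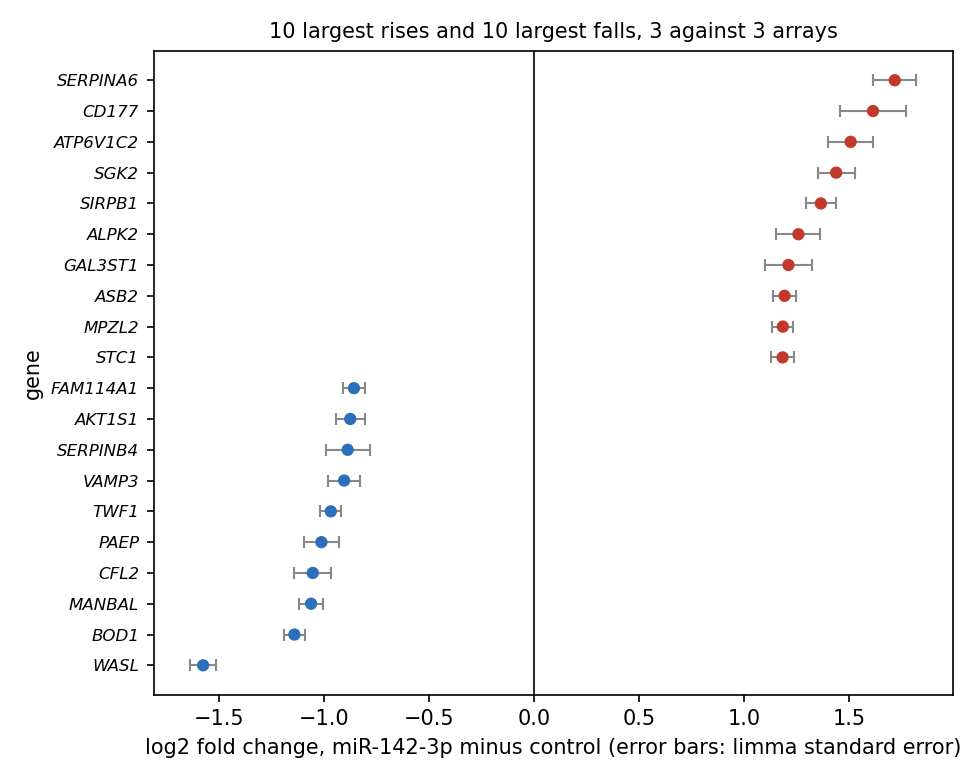
Log2 fold changes of the 10 largest rises and 10 largest falls among clusters with 1 gene symbol (1 cluster per gene), miR-142-3p minus control, with limma's standard error as bars (3 arrays per group). They run from −1.57 in WASL to 1.72 in SERPINA6.

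The clusters past the adjusted P covered 736 genes when 1 cluster was taken per gene, 435 of them higher and 301 lower. All arrays of one group lay above all of the other in 27.8% of clusters, where chance gives 10%. At the study's criteria, 257 clusters were higher and 97 lower, and 226 of these 354 were also past the adjusted P. With 1 gene symbol, the criteria were met by 125 higher and 68 lower clusters. Those with no gene symbol were 128 higher and 23 lower, and the other splits of the 6 arrays into 3 and 3 gave 62 to 160 of this kind. The number past the adjusted P was lower without any 1 array, from 190 clusters without miR-142-3p replicate 2 to 461 without control replicate 3. The calls of GAL3ST1, SERPINB4 and the CD177 cluster with the larger change were lost under the methods' t-test. The brighter CD177 cluster, with a log2 fold change of 1.30, kept its call under that test (unadjusted p = 8.75e-05).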

76 downregulated and 132 upregulated genes fulfilled the filtering criteria of P<0.05 and fold change ≥1.5 (S1 Table). Considering their gene ontology groupings, several proteins were potentially linked to the observed changes in invasiveness: The genes encoding Integrin-αV, a transmembrane protein involved in breast cancer metastasis and proliferation [19–21], N-WASP, a protein involved in signaling from cell membrane receptors to the actin cytoskeleton [34–36], Rac1, a cell motility-regulating Rho-GTPase involved in cancerogenesis [16,37] and Cofilin-2, a protein modulating actin reorganization and thus cell motility [38] were downregulated upon pre-miR-142-3p transfection, as confirmed by qPCR (Fig 2A–2D). 

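All 4 mRNAs were lower in MDA-MB-231 cells with the miR-142-3p precursor, and WASL and CFL2 fell by more than ITGAV and RAC1. WASL (transcript cluster 8142671) fell from 10.51 ± 0.095 (log2, SD of 3 control arrays) to 8.94 ± 0.025 (SD of 3 miR-142-3p arrays), which is 2.98-fold lower and the largest fall of any cluster with a gene name. Its log2 fold change was −1.57 (standard error 0.063, adjusted p = 0.00125 from limma). CFL2 (cluster 7978586) fell from 9.58 ± 0.13 to 8.53 ± 0.11 in the same arrays, 2.07-fold lower, with a log2 fold change of −1.05 (standard error 0.088, adjusted p = 0.00481). ITGAV (cluster 8046861) fell from 11.82 ± 0.0062 to 11.29 ± 0.021, 1.45-fold lower (log2 fold change −0.53, standard error 0.046, adjusted p = 0.00525). RAC1 (cluster 8180342) fell from 12.35 ± 0.0086 to 11.99 ± 0.017, 1.29-fold lower (log2 fold change −0.36, standard error 0.045, adjusted p = 0.0151). Of the other RAC1 clusters, 8180341 also fell (−0.35, adjusted p = 0.0161), and 8131406 did not pass the test (−0.37, adjusted p = 0.0970). ITGAV and cluster 8180342 of RAC1 were past the adjusted P and under the fold change of 1.5 that the study set for its screen. In each of the 4, every miR-142-3p array lay below every control array (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow).

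**Figure D2:**
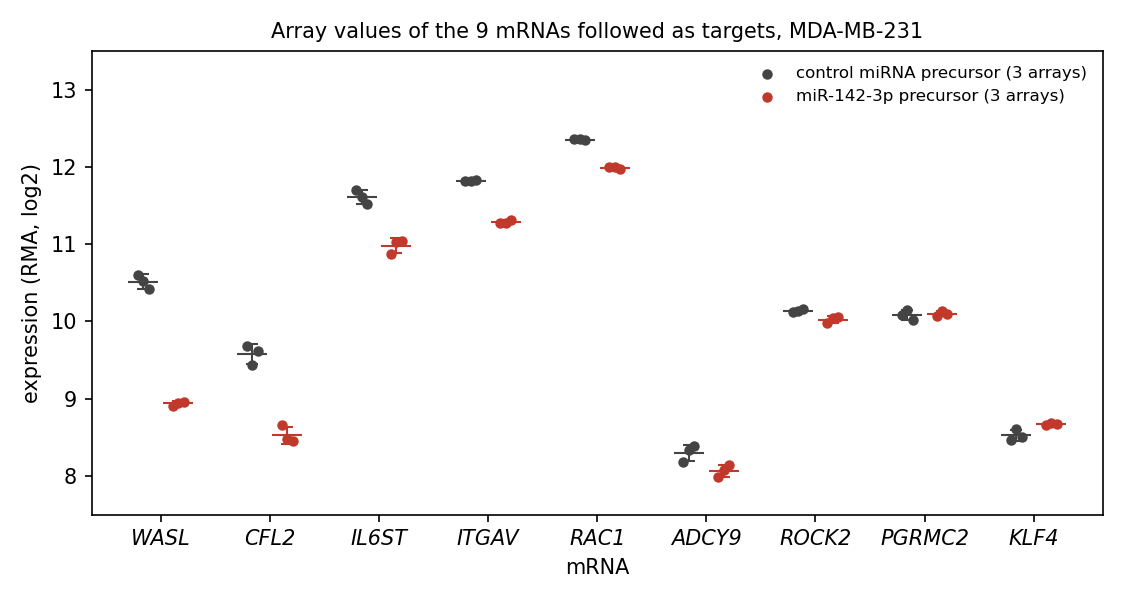
Log2 expression values (RMA) of the 9 mRNAs of Fig 2, per array, with the mean and SD of each group (3 arrays each). In WASL the control arrays lie near 10.5 and the miR-142-3p arrays near 8.9, and in PGRMC2 the groups overlap.

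Of the 9 mRNAs of Fig 2, 5 fell, none rose and 4 did not pass the test over all clusters (6 lower and 1 higher when adjusted over the list alone). The fifth that fell was IL6ST, the signalling subunit shared by receptors of the interleukin-6 family, with a log2 fold change of −0.63 (standard error 0.074, adjusted p = 0.0121). ADCY9, an adenylate cyclase, had −0.23 (adjusted p = 0.149) and the Rho-associated kinase ROCK2 −0.12 (adjusted p = 0.251). KLF4, a transcription factor, had 0.15 (adjusted p = 0.20) and PGRMC2, a membrane-bound progesterone receptor component, 0.01 (adjusted p = 0.915). The list as a whole was lower than other genes (camera, adjusted p = 1.44e-04, and adjusted p = 0.125 with an estimated correlation). The study chose part of these genes from the same arrays, so the list is not independent evidence of its direction. The call of RAC1 was lost when any array but control replicate 3 was left out (adjusted p from 0.0633 to 0.0776), and that of IL6ST without 4 of the 6 arrays and under the methods' t-test (adjusted p = 0.0587). From the gene ontology groupings of the genes in this screen, the paper reasons that the proteins encoded by ITGAV, WASL, RAC1 and CFL2 were potentially linked to the change in invasiveness, and it then measured their mRNAs by qPCR (Fig 2A–2D). It reports less N-WASP protein and lower activity of the WASL 3′UTR reporter in all its cell lines. For ITGAV it reports less protein and lower 3′UTR reporter activity in the other cell lines, and found neither in MDA-MB-231. The paper also reports that siRNA against WASL lowered the invasiveness of MCF-7 and MDA-MB-231 cells. With siRNA against ITGAV it reports this for MCF-7 and a trend for MDA-MB-231. It also states that RAC1 and CFL2 protein did not fall, so that their mRNA changes do not explain its cell culture findings.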

Downregulation of additional predicted miR-142-3p targets was confirmed in two of the three cell lines (Fig 2E–2I). These mRNAs included the Rho-GTPase-associated kinase *ROCK2 [10,39],* the interleukin-6 receptor subunit *IL6ST [40],* the pluripotency-associated transcription factor *KLF4* [41], progesterone membrane component *PGRMC2* [42], and the adenylate cyclase *ADCY9*, an inflammation-related, known target of miR-142-3p [13]. With the exception of an upregulation of *ROCK2* in MDA-MB-231 and of *FLT1* in MCF-7 cells (S2 Fig), antimiR-treatment did not significantly affect expression of all investigated predicted [33] miR-142-3p targets (results not shown).

**Fig 2:**
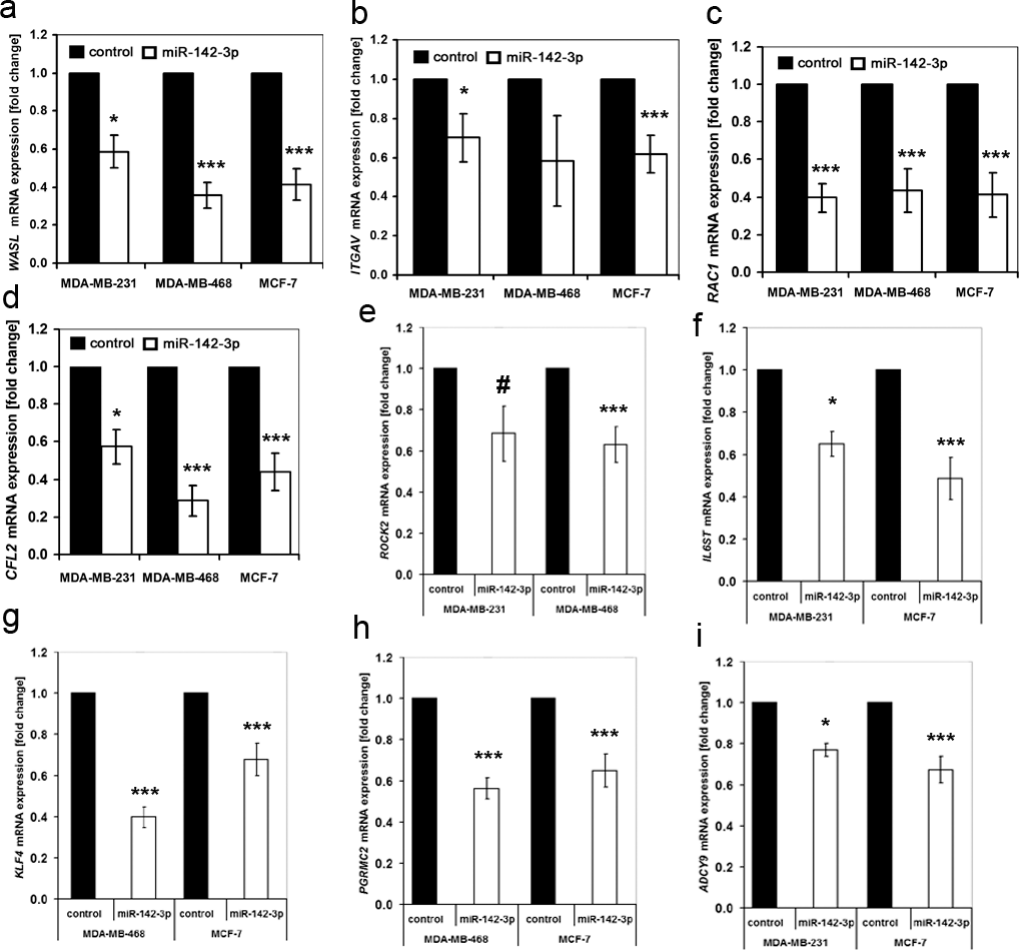
Confirmation of differentially regulated mRNA targets in miR-142-3p vs control transfected breast cancer cell lines by qPCR. Cells were transfected with a control miRNA, miR-142-3p or antimiR-142-3p as described in the methods section, followed by RNA and cDNA preparation and qPCR analysis. (a-i). Black columns = control, white columns = miR-142-3p precursor, N>6, error bars = SEM, #P = 0.052 (n.s.), *P<0.05, ***P<0.001. miR-142-3p upregulation inhibits expression of *WASL* (a), *ITGAV* (MDA-MB-231; MCF-7) (b), *RAC1* (c), *CFL2* (d), *ROCK2* (MDA-MB-231 with P = 0.052, MDA-MB-468) (e), *IL6ST* (MDA-MB-231, MCF-7) (f), *KLF4* (MDA-MB-468, MCF-7) (g), *PGRMC2* (MDA-MB-468, MCF-7) (h), and *ADCY9* (MDA-MB-468, MCF-7) (i).

### ITGAV and WASL are direct targets of post-transcriptional regulation by miR-142-3p

According to the miRanda algorithm provided by the microRNA.org database [33], the 3’UTRs of *ITGAV* and *WASL* are predicted to be targeted by miR-142-2p (Fig 3A). To formally prove direct regulation of the *ITGAV* 3’UTR by miR-142-3p, we performed luciferase assays employing a plasmid allowing for simultaneous constitutive expression of renilla luciferase, and of firefly luciferase under the control of the 3’UTR of human *ITGAV* (Fig 3B upper panel). pre-miR-142-3p transfection of MDA-MB-468 and MCF-7 cells resulted in significant decreases of in normalized firefly luciferase activity (Fig 3C). Using an analogous *WASL* 3’UTR-assay (Fig 3B lower panel), a significant regulation could be confirmed for all three cell lines (Fig 3D). miR-142-3p-dependent downregulation of Integrin-αV (MCF-7, MDA-MB-468) and N-WASP (all cell lines) was further confirmed at the protein level through Western Blotting (Fig 3E–3G; S3 Fig). Although Rac1 is targeted by miR-142-3p in hepatocellular carcinoma cells [16], we could not confirm altered expression at the protein level (results not shown). Cycloheximide inhibitor studies revealed that Rac1 protein levels were stable within our timeframe of investigation in the absence of new protein synthesis (K. Brüggemann, unpublished data).

**Fig 3:**
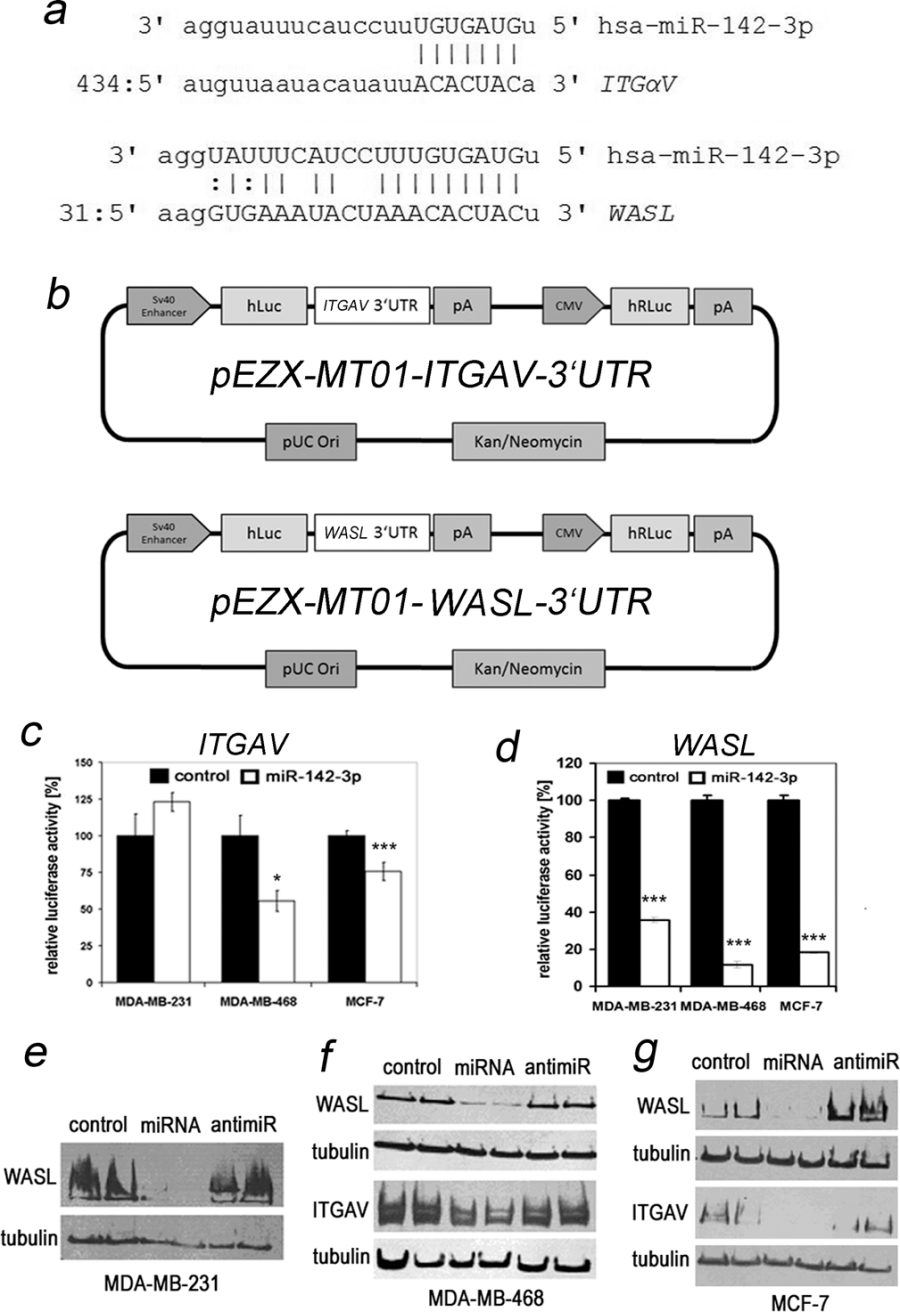
3’UTR luciferase assay and Western blotting identify Integrin alpha V and N-WASP as relevant regulatory targets of miR-142-3p. (a) Alignment of the seed sequence of miR-142-3p with predicted target sites of the 3’UTR of *ITGAV* (top) and one of the three predicted target sites of *WASL* (bottom) according to the microRNA.org database [28]. (b,c) The 3’UTR of *ITGAV* is a target for transcriptional regulation by miR-142-3p. Cells were transfected with plasmid pEZX-MT01-*ITGAV*-3’UTR (b, upper panel) expressing firefly luciferase (hLuc) under the control of an SV40 enhancer and the 3’UTR of human *ITGAV*, and renilla luciferase (hRLuc) under constitutive control of the cytomegalovirus (CMV) promoter. Cells were cotransfected with a control pre-miR or pre-miR-142-3p and simultaneously assayed for activity of both luciferases 72h after transfection. (b) pA = poly-A tail, pUCOri = origin of replication, Kan/NeomycinR = antibiotic resistance genes. (c) miR-142-3p transfection induced a significant decrease in *ITGAV*-specific normalized firefly luciferase activity in MCF-7 and MDA-MB-468, but not in MDA-MB-231 cells (N = 3, *P<0.05, ***P<0.001). (d) The 3’UTR of *WASL* is a target for transcriptional regulation by miR-142-3p Cells were transfected with plasmid pEZX-MT01-*WASL*-3’UTR (b, lower panel). Cells were cotransfected with a control pre-miR or pre-miR-142-3p and simultaneously assayed for activity of both luciferases 72h after transfection. *WASL*-dependent luciferase activity is reduced ranging from 64% to 88% in all three cell lines (N = 3, ***P<0.001). (e-g) Western blot confirmation of differentially regulated Integrin-αV and N-WASP protein expression in miR-142-3p vs. control transfected breast cancer cell lines. miR-142-3p upregulation inhibits N-WASP expression in all investigated cell lines (e-g), which can be reversed by anti-miR inhibition. miR-142-3p precursor transfection inhibits Integrin-αV expression in MDA-MB-468 (f) and MCF-7 (g) cells. The migration position of molecular weight markers relative to Integrin-αV and N-WASP is shown in S4 Fig.

### Transfection with pre-miR-142-3p causes loss of membrane protrusions in MDA-MB-468 cells

As miR-142-3p-dependent regulation of cytoskeletal structures may be involved in the observed invasion phenotype, we preformed further morphological investigations using atomic force microscopy (AFM). Typical height profiles obtained by Nano Texture Analysis demonstrate a smoother surface of cells treated with miR-142-3p as compared to the fine ruffles exhibited by control cells (Fig 4, arrows). This observation is supported from mere inspection of the raw topographic images. When selecting spike-like protrusions by computer vision, it is obvious that their number is substantially diminished by miR-142-3p (green spots). Accordingly, the mean height of protrusions is reduced from 365 nm to 228 nm (data not shown). The distribution of objects does not exhibit a specific pattern; the location on the cell topography can be seen in the 3D-representation (Fig 4). Importantly, the object number is significantly reduced from 153 (control) to 61 (miRNA treated) and the sum of object volumes is significantly reduced accordingly from 1.29 fl to 0.49 fl (fl = 10–15 l) (Fig 4).

**Fig 4:**
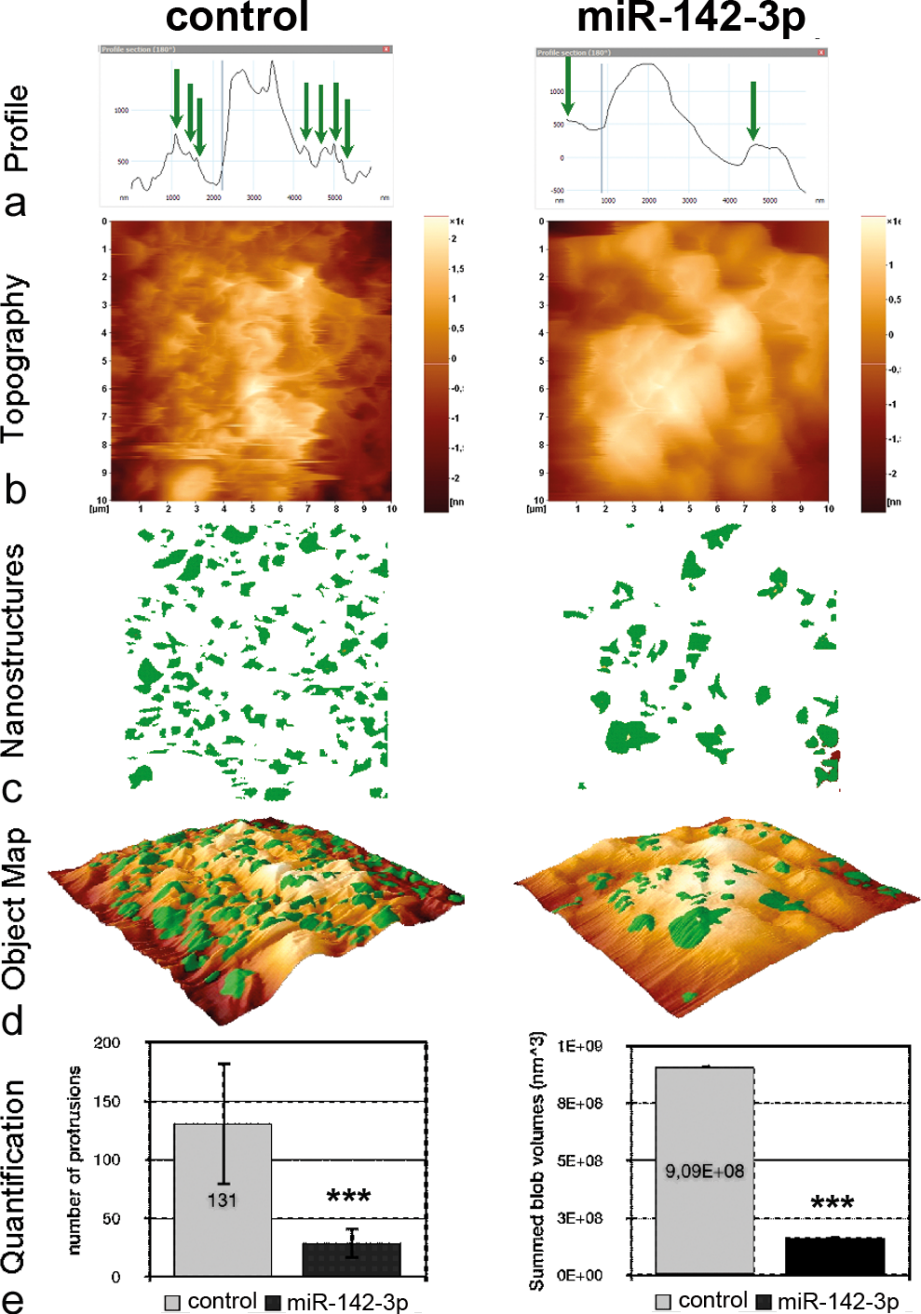
Nano-texture analysis. MDA-MB-468 cell surfaces without (left column) or with treatment by miR-142-3p (right column) were imaged by Atomic Force Microscopy (AFM) at nanometer resolution. Shown are (a) representative height profiles, (b) topography raw data of a (10 μm)^2^ scan, (c) protruding structure elements (green), (d) the overlay of (a) and (b) in a 3D-map and (e) the number values for the object count and the total volume (given as the sum of individual sizes (LDVs, local deviational volumes) per image). Shown are the mean values ± SD per image for n = 5, ***P<0.001.

### miR-142-3p overexpression results in substantially altered cell morphology

We next performed confocal immunofluorescence microscopy to analyze cell morphology using a complementary approach. Phase contrast microscopy and staining of the actin cytoskeleton with fluorescently labelled phalloidin confirmed a reduction of cell size (Fig 5A and 5B, S4 Fig). Formation of actin stress fibers was less evident in miR-142-3p-transfected cells compared to controls, and actin appeared to have a more cortical distribution. N-WASP staining confirmed reduced expression in pre-miR-142-3p-transfected cells but did not reveal altered subcellular localization (S5 Fig). However, in control siRNA-treated MDA-MB-468 cells, immunofluorescent staining and analysis of Z-stacks revealed a prominent localization of integrin-αV at intercellular junctions, and little or no colocalization with the focal adhesion protein vinculin (Fig 5E). Integrin-αV expression was reduced following miR-142-3p transfection. Notably, while most sites of cell-cell contact were positive for integrin-αV in control cells, several neighbouring miR-142-3p transfected cells did not show integrin-αV staining (Fig 5E, arrows), resulting in a fusiform morphology. The intercellular integrin staining was not due to aberrant reactivity, as confirmed by secondary antibody negative controls (Fig 5D), and a proper focal adhesion-like staining pattern in human skin fibroblasts (Fig 5C). We next analyzed the expression of β-integrin subunits in MDA-MB-468, MDA-MB-231 and MCF-7 cells. Immunofluorescence microscopy and Western blot analysis revealed that integrin-αVβ3 was only expressed in MDA-MB-231 cells and fibroblasts, but not in MDA-MB-468 or MCF-7 cells (Fig 6A and 6B). In contrast to the intercellular integrin-αV staining observed in MDA-MB-468 cells (Fig 5E), integrin-αVβ3 showed a focal-adhesion-like staining pattern in MDA-MB-231 cells (Fig 6A). Western blot analysis furthermore confirmed that all cell lines expressed integrin-β5 and integrin-β1, as reported previously [43]. While tubulin-normalized integrin-β5 levels were comparable between cell lines, integrin-β1 was strongly expressed by MDA-MB-231 cells, followed by intermediate levels in MCF-7, and rather weak expression in MDA-MB-468 cells (Fig 6B). We next aimed at identifying the individual contributions of *WASL* and *ITGAV* to the miR-142-3p dependent cell phenotype, employing siRNA technology. *WASL* depletion by siRNA significantly inhibited MCF-7 and MDA-MB-231 invasiveness, whereas *ITGAV* knockdown resulted in significant inhibition of MCF-7 Matrigel invasion and a trend for inhibition in MDA-MB-231 cells (P = 0.06, N = 8) (Fig 7), thus generating a phenocopy of the miR-142-3p-mediated impact on cellular invasiveness. Quantitative morphological analysis of MDA-MB-468 cells subjected to *ITGAV-* and *WASL*-siRNA knockdown revaled a significantly reduced number of membrane protrusions upon *WASL*-depletion, as determined by AFM (Fig 8A), suggesting a major contribution of *WASL* to this miR-142-3p-induced phenotype. In contrast, only *ITGAV*-, but not *WASL*-siRNA knockdown, induced a significant reduction of cell volume and dry mass (Fig 8B and 8C).

**Fig 5:**
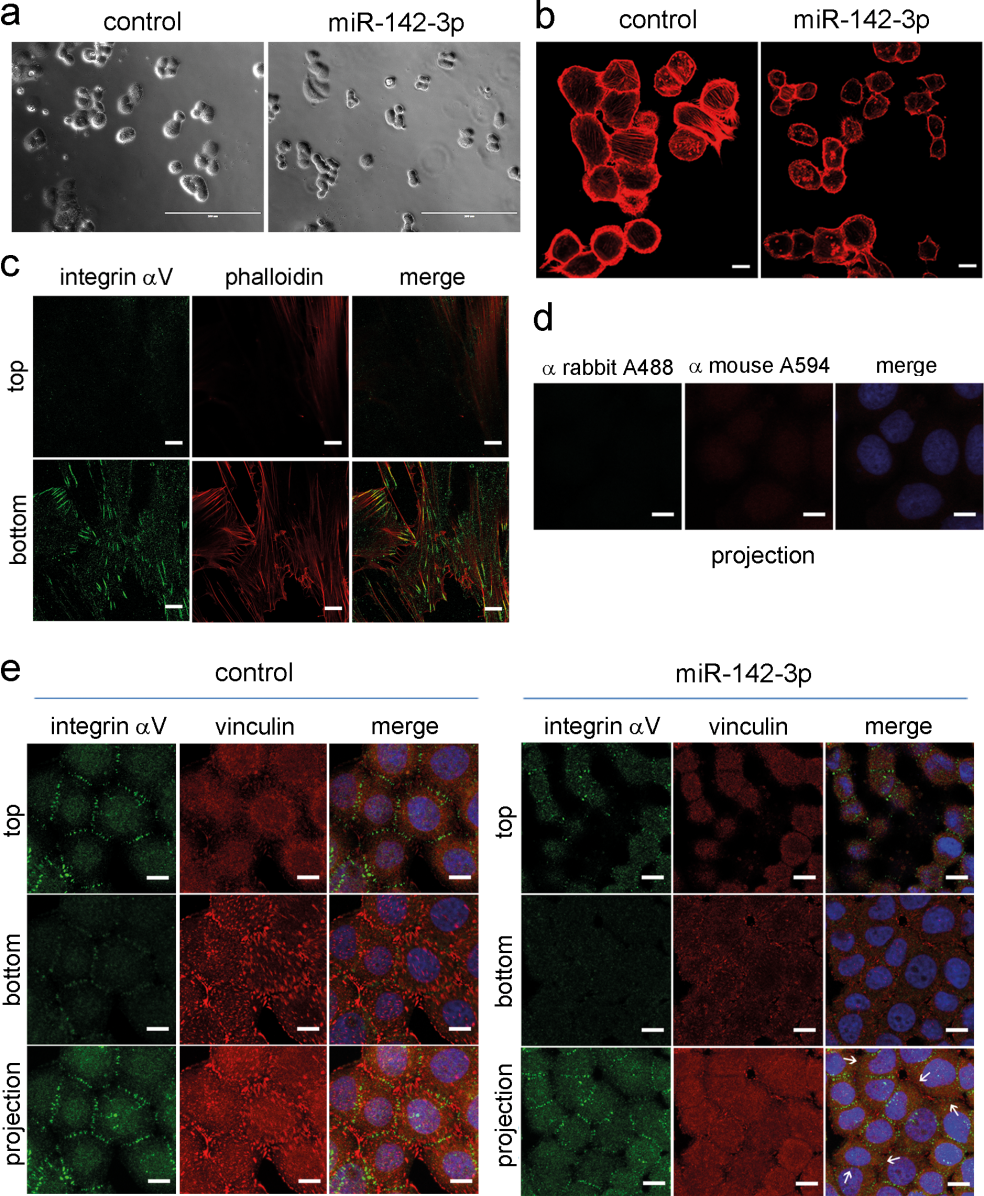
miR-142-3p induces a change in cellular morphology. MDA-MB-468 breast cancer cells were subjected to control precursor or miR-142-3p precursor transfection, and analyzed by phase contrast (a) and confocal immunofluorescence microscopy (b-e). Human skin fibroblasts were analysed for control purposes (c). Shown are phalloidin staining of actin filaments (red), staining of vinculin (red) and staining of Integrin-αV (green). Yellow colour denotes colocalization in merged images, whereas blue colour indicates DAPI nuclear staining in merged panels (d) and (e). (a) phase contrast image shows reduced size of miR-142-3p transfected cells compared to controls (scale bar = 200 μm). (b) miR-142-3p induces a change in cell morphology towards a more rounded shape with fewer membrane protrusions and less actin stress fibers. (see Fig 4). Confocal microscopy analyis of Z-stacks reveals localization of integrin-αV in a focal adhesion-like pattern in human skin fibroblasts (c), whereas a staining in cell-cell-contacts is observed in MDA-MB-468 cells (e). Shown are the top and bottom focal planes and projections. Use of secondary antibodies alone did not generate a signal in MDA-MB-468 cells (d). Compared to controls, miR-142-3p-transfected MDA-MB-468 cells showed a reduced accumulation of integrin-αV in cell-cell contacts (arrows). Scale bar in panels b-e = 10μm.

**Fig 6:**
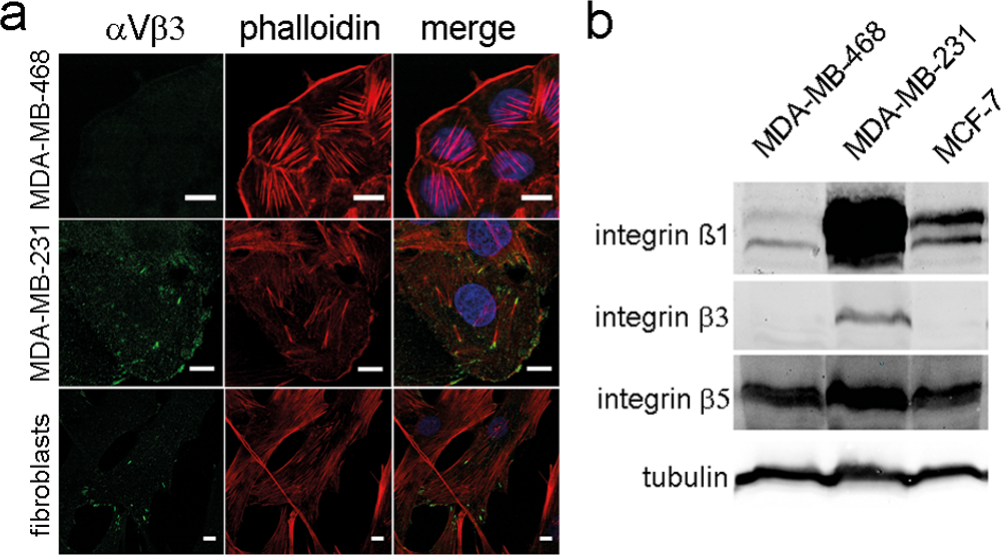
Expression of β-integrin subunits in human breast cancer cell lines. The expression of, αVβ3-, β1-, β3-, and β5- integrin in MDA-MB-468, MDA-MB-231 and MCF-7 cells was studied by confocal immunofluorescence (αVβ3) (a) or western blotting(β1-, β3-, β5-) (b), respectively, as described in Figs 3 and 5. Only MDA-MB-231 cells showed expression of (αV)β3-integrin, in partial colocalization with actin stress fibers in a fibroblast-like pattern. All breast cancer cell lines studied expressed β1-, and β5- integrin subunits (b), albeit in different quantities.

**Fig 7:**
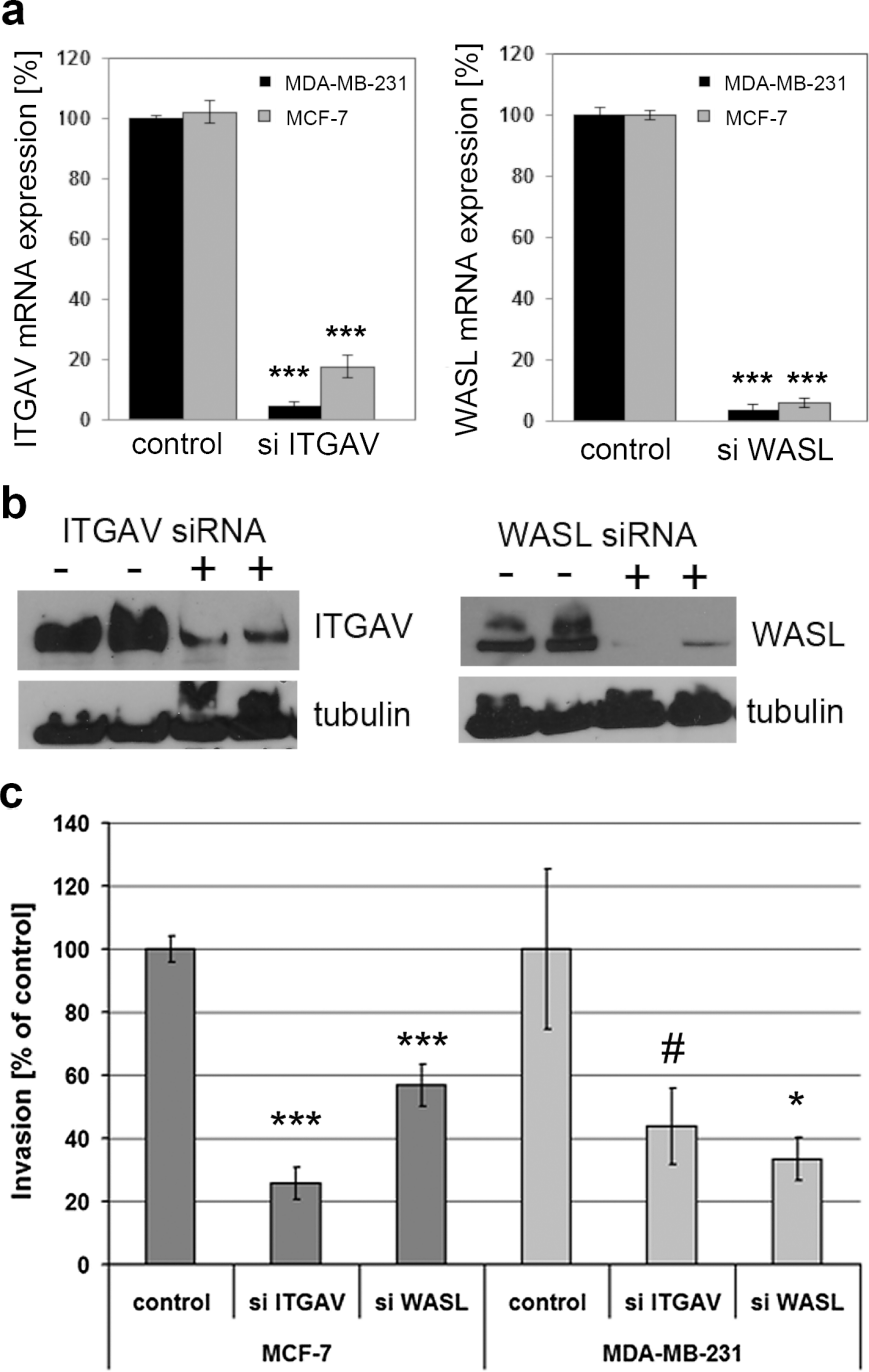
siRNA-mediated depletion of *WASL* or *ITGAV* reduces matrigel invasiveness of MCF-7 and MDA-MB-231 cells. (a) Confirmation of successful siRNA knockdown of *ITGAV* (left panel) and *WASL* (right panel) by qPCR. N = 4, ***P<0.001. (b) Confirmation of successful siRNA knockdown of integrin-αV and WASL at the protein level by Western blotting. See Fig 3E–3G for details. (c) ITGAV and WASL-depletion reduces matrigel invasiveness of MDA-MB-231 and MCF-7 cells. N>5, #P = 0.06 (n.s.), *P<0.05, ***P<0.001.

**Fig 8:**
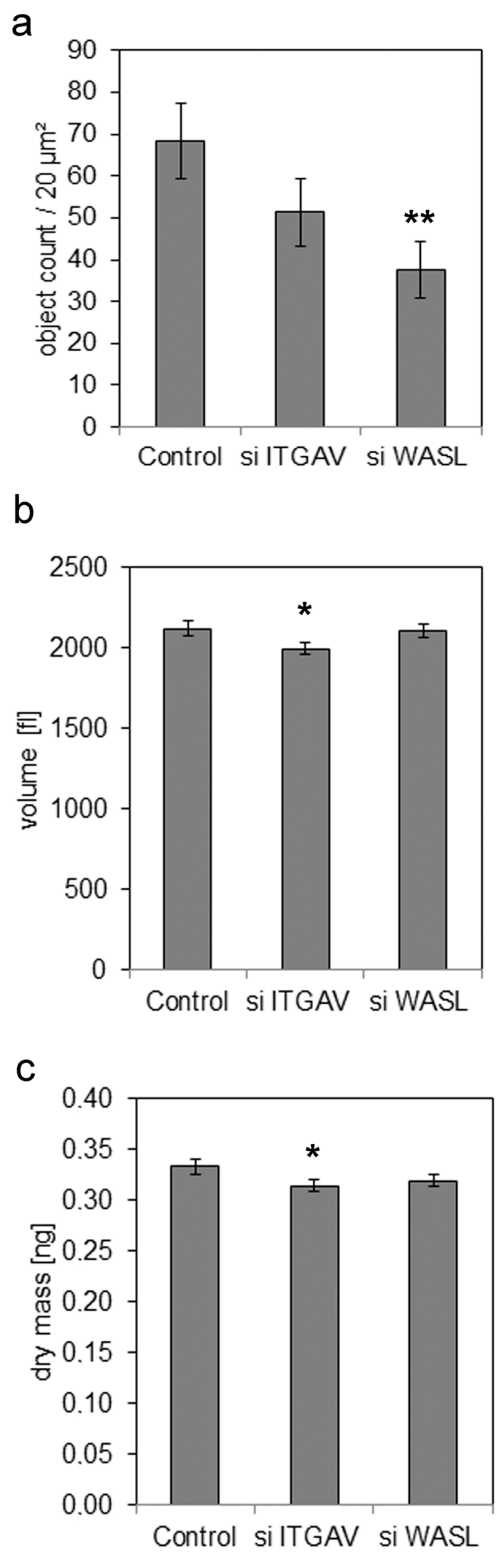
siRNA-mediated depletion of *WASL* or *ITGAV* differentially affect membrane protrusions, cell volume and dry mass of MDA-MB-468 cells. MDA-MB-468 cells were subjected to control, *ITGAV* or *WASL* siRNA treatment, followed by analysis via AFM (a) or DHM (b,c), 72h after transfection. (a) MDA-MB-468 cell surfaces were imaged by Atomic Force Microscopy (AFM) at nanometer resolution. Quantitative analysis of object counts as a readout of membrane protrusion formation reveals a significant reduction in cells treated with *WASL* siRNA (** = p<0.01, n = 15, error bars = s.e.m.). (b,c) Digital holographic microscopy of siRNA transfected MDA-MB-468 cells reveals decreased cell volume (b) and dry mass (c) after *ITGAV* siRNA transfection compared to control siRNA-transfected cells. *P<0.05, N = 200 cells per group, data are mean ± SEM.

## Discussion

In this functional in vitro study, we have demonstrated a novel role for miR-142-3p, a miRNA dysregulated in breast cancer compared to healthy tissue [8,11] in the regulation of breast cancer cell invasiveness. Within the cell lines investigated in this study, miR-142-3p showed a non-uniform distribution, which is in accordance with a differential expression of miR-142-3p in different subtypes of breast cancer [8,11]. The relatively higher expression of miR-142-3p in MDA-MB-231 cells compared to MCF-7 and MDA-MB-468 may be the reason for the efficiency of antimiR-inhibition in these cells, whereas MCF-7 and MD-MB-468 already displayed low miR-142-3p expression, and were thus less prone to the inhibitory approach. Using advanced microscopy techniques, we demonstrated that reduced invasiveness is associated with reduced numbers of membrane protrusions, alterations in cell shape and reductions in cancer cell size and volume. 

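Genes of the actin cytoskeleton went both ways in MDA-MB-231 cells with the miR-142-3p precursor. The paper measured membrane protrusions and cell volume in MDA-MB-468 cells, and the area of cells in both lines. Of 56 measured genes of actin assembly and severing, 4 fell, 4 rose and 48 did not pass the test (7 lower and 6 higher when adjusted over the list alone). The falls were in WASL, CFL2, TWF1 and CTTN, which encodes cortactin, an activator of the Arp2/3 complex (log2 fold change −0.59, standard error 0.047, adjusted p = 0.00446 from limma). The rises were in LCP1, which encodes the actin-bundling protein L-plastin (0.85, standard error 0.12, adjusted p = 0.0212), in TMOD1, which caps actin filaments at their pointed ends (0.61), and in SSH1 and SSH2, phosphatases that activate cofilin (0.55 and 0.54). CTTN, TMOD1, SSH1 and SSH2 were named after their values were seen. The list did not stand apart from other genes, with a median log2 fold change of −0.0067 (camera, adjusted p = 0.725). Of 48 Rho GTPases and effectors, 3 fell and 1 rose (4 lower and 3 higher when adjusted over the list alone). RHOBTB3, an atypical member of the Rho family, fell by 0.66 (adjusted p = 0.00578) and RND1, a Rho family protein that opposes RhoA, by 0.40 on the log2 scale, beside RAC1. DOCK4, an exchange factor that activates Rac, rose by 0.40. The median of this list was −0.021 (camera, adjusted p = 0.871). Of 42 genes of integrins and focal adhesions, 2 fell and none rose over all clusters (5 lower and 5 higher when adjusted over the list alone). YES1, a kinase of the Src family, fell by 0.80 (adjusted p = 0.00695), and ITGAV was the other. The integrin subunit genes ITGB8 and ITGB6 had log2 fold changes of −0.47 (adjusted p = 0.0537) and 0.58 (adjusted p = 0.0786). The median of the list was −0.028 (camera, adjusted p = 0.856). The call of RND1 was lost without each of the 6 arrays, that of DOCK4 without 5 and that of LCP1 without 4, and all 3 calls were lost under the methods' t-test.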

While Affymetrix analysis of the transciptome of miR-142-3p overexpressing cells revealed a dysregulation of numerous mRNAs compared to controls (S1 Table), a group of cytoskeletal elements and regulators of cytoskeletal function has emerged as functionally relevant prime candidates responsible for the phenotypic changes. Among these, WASL, an Arp2/3-dependent regulator of actin polymerization [34–36], was identified as a major contributor to the antiinvasive action of miR-142-3p. Not only was its 3’UTR-dependent regulation by miR-142-3p confirmed at the mRNA and protein levels, its siRNA depletion also generated a phenocopy of the invasion phenotype, and substantially reduced the formation of membrane protrusions. Indeed, reduction of *WASL* expression renders macrophages rounder and less polarized, in accordance with the morphological changes observed in our breast cancer cells [44]. The authors could furthermore demonstrate that podosomes of *WASL*-depleted macrophages were unable to degrade extracellular matrix due to a mistargeting of metalloproteinases, thus providing a link to an invasion phenotype. The *WASL*-dependent formation of invasive membrane protrusions has been identified as an important mechanism of triggering invasive behaviour of human breast cancer cells, and can be induced by several pathways including estrogen- [45], PDGF- [46] and EGF-induced signaling [47]. According to our results, it would be conceivable that miR-142-3p-dependent regulation of *WASL* is involved in the generation of microspikes, since it is responsible for the branching of f-actin strands [34,36,48], and a developing branch will go through a stage of spiking upwards. An inhibition of branching will therefore diminish the protrusions spiking out of the cell. Indeed, protrusions essential for in vivo migration and invasion of tumor cells are formed dependent on WASL [49,50]. Notably, WASL function is closely related to integrins [51], and several signal transducers downstream of this family of heterodimeric matrix receptors, including the kinases FAK [45] and ROCK [52], and small GTPases of the Rho family [53,54].

Notably, the integrin subunit *ITGAV* was identified as a regulatory target for miR-142-3p in MCF-7 and MDA-MB-468 cells. Consistent with the antiinvasive effect of *ITGAV* siRNA knockdown in our study, a role of *ITGAV* in modulating breast cancer metastasis was previously demonstrated, identifying a matrix-dependent role of this integrin in breast cancer cell adhesion and migration [55,56], and a functional interplay with p38 MAPK and uPA [57] as mechanistic aspects. Indeed, drugs blocking *ITGAV* function have been successful in preclinical mouse models of breast cancer metastasis [20,21], underscoring the importance of miR-142-3p-dependent *ITGAV* regulation in our in vitro system. Surprisingly, we could not demonstrate regulation of *ITGAV* by miR-142-3p in MDA-MB-231 cells at the 3’UTR and protein level, although this mode of regulation was utilized in MDA-MB-468 and MCF-7 cells. We can only speculate on the underlying mechanisms. It is conceivable that a miR-142-3p-dependent factor responsible for posttranscriptional regulation of *ITGAV* is expressed in MDA-MB-231 cells, but not in the other cell lines, thus enabling to neutralize the effect seen in MDA-MB-468 and MCF-7 cells. Indeed, a differential regulation of some of the miRNA targets identified in this study exists and may have modulated the cellular response (Fig 2), as *ROCK2* is not significantly regulated by miR-142-3p in MCF-7 cells, *ADCY9* and *IL6ST* are not regulated in MDA-MB-468 cells, whereas *KLF4* and *PGRMC2* are not regulated in MDA-MB-231 cells. Moreover, crosstalk between different integrin subunits is known to affect their mRNA stability [58], and differential integrin expression patterns in our cell lines may have affected the experimental results. Indeed, an analysis of β-integrin subunit expression in our cell lines revealed that the β3-subunit was only expressed in MDA-MB-231 cells, but not in MCF-7 and MDA-MB-468 cells. In combination with integrin-αV, different β-integrin subunits can affect cancer cell behavior via different mechanisms. For example, αvβ1 induces the proinvasive process of epithelial-to-mesenchymal transition via binding to tenascin C [59], whereas β3-subunits affect this process by modulating TGFβ-signaling [60]. In contrast, integrin αVβ5 promotes breast cancer cell invasiveness in a PAK4-dependent mechanism [61]. Independent of the β-subunit involvement, a reduced expression of integrin-αV would be expected to result in reduced invasiveness of the affected breast cancer cell line, which is consistent with our findings. With respect to differentially affected cell behaviour, it has to be considered that MDA-MB-231 cells harbor numerous activating mutations, which lead to context dependent responses to growth factor stimulation [62] and miRNAs [9,63]. For example, miR-145 is not capable of modulating MDA-MB-231 proliferation and apoptosis because of a TP53 mutation and an ER-negative status, whereas it is capable of doing so in TP53 wild-type cells [63]. Possibly, similar mechanisms could play in the role in the case of miR-142-3p and *ITGAV* in MDA-MB-231 cells. While a reduction in invasiveness by miR-142-3p upregulation was seen in all three cell lines, this effect was not statistically significant in MDA-MB-231 cells, indicating a more variable response that may be linked to the higher basal expression level of miR-142-3p compared to the other cell lines (S1 Fig). Therefore, a further upregulation of miR-142-3p may have lower impact in these cells compared to MDA-MB-468 and MCF-7 cells expressing lower levels, whereas antimiR-treatment had the opposite effect. Nevertheless, the increased invasiveness of MDA-MB-231 cells treated with antimiR-142-3p would be in line with the observed inhibitory effect of *WASL* siRNA depletion on MDA-MB-231 cells. Impairment of the actin cytoskeleton-associated function of integrin-αVβ3 [64] may have additionally contributed to the impact of *ITGAV*-siRNA depletion in MDA-MB-231 cells. However MDA-MB-468 apparently utilize a different mechanism, as integrin-αV was localized at cell-cell contacts. Indeed, there is evidence that αV-integrins can localize to cell-cell junctions [65,66]. Importantly, in pancreatic and breast carcinoma, αvβ3 integrin forms a complex with c-Src kinase, and this complex is signalling active in the absence of ligand occupation, i.e. when cells are grown in suspension [67]. These findings thus indicate that αv integrins can have a signalling function in the absence of ligand binding. Our siRNA studies on *ITGAV* indicate that this function is linked to the invasion phenotype, and to the regulation of cell size, which may be linked to cell rounding upon loss of cell-cell contact and reduced activation of signaling pathways downstream of integrin-αV [68].

Due to their mode of action, which is based both on fully and partially complementary base pairing of the miRNAs seed sequence with cognate mRNAs, miRNAs are capable of modulating the expression of more than one target [3,4]. This concept is confirmed by the results of our transcriptomic analysis, which showed a differential expression of 208 mRNAs upon miR-142-3p upregulation in MDA-MB-231 cells (S1 Table). 

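Interferon-stimulated genes, whose products act in antiviral defence, rose together in cells with the miR-142-3p precursor. Of 57 measured, 28 rose and none fell (40 higher and none lower when adjusted over the list alone), and 51 had a log2 fold change above 0. IFIT2 rose by 0.93 (standard error 0.051, adjusted p = 0.00179 from limma) and RSAD2, which encodes viperin, by 0.91 on the log2 scale (standard error 0.049). The cytidine deaminase gene APOBEC3G rose by 0.93 and SAMD9L, a growth-inhibiting gene, by 0.92. The median of the list was 0.35 (camera, adjusted p = 7.07e-29, and adjusted p = 0.0475 with an estimated correlation). The mean of the list, relative to the control arrays, was 0.39, 0.43 and 0.39 in the miR-142-3p arrays and −0.030, 0.0080 and 0.022 in the control arrays. S1 Table, seen before the lists were fixed, holds 17 of these genes, 5 of the epithelial genes and 4 of the blood cell markers described next to them. Of 35 epithelial genes, 6 rose and none fell (11 higher and 2 lower when adjusted over the list alone). They were the adhesion gene CEACAM1 (1.00), the tetraspanin genes TSPAN1 (0.93) and TSPAN8 (0.90), SCNN1A, a subunit of the epithelial sodium channel (0.93), AGR2, a protein disulfide isomerase of secretory cells (0.74), and the transcription factor ELF3 (0.54), the last named after its values were seen. The median of the list was 0.055 (camera, adjusted p = 0.00168, and adjusted p = 0.187 with an estimated correlation). CDH1, which encodes E-cadherin, had 0.21 (adjusted p = 0.108), and the splicing regulator ESRP1, named only in S1 Table and not counted in the list, rose by 0.61 (adjusted p = 0.0106). Of 26 mesenchymal genes, the matrix gene TNC rose (0.44) and none fell (2 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.725), and VIM, which encodes vimentin, had −0.10 (adjusted p = 0.354).

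**Figure D3:**
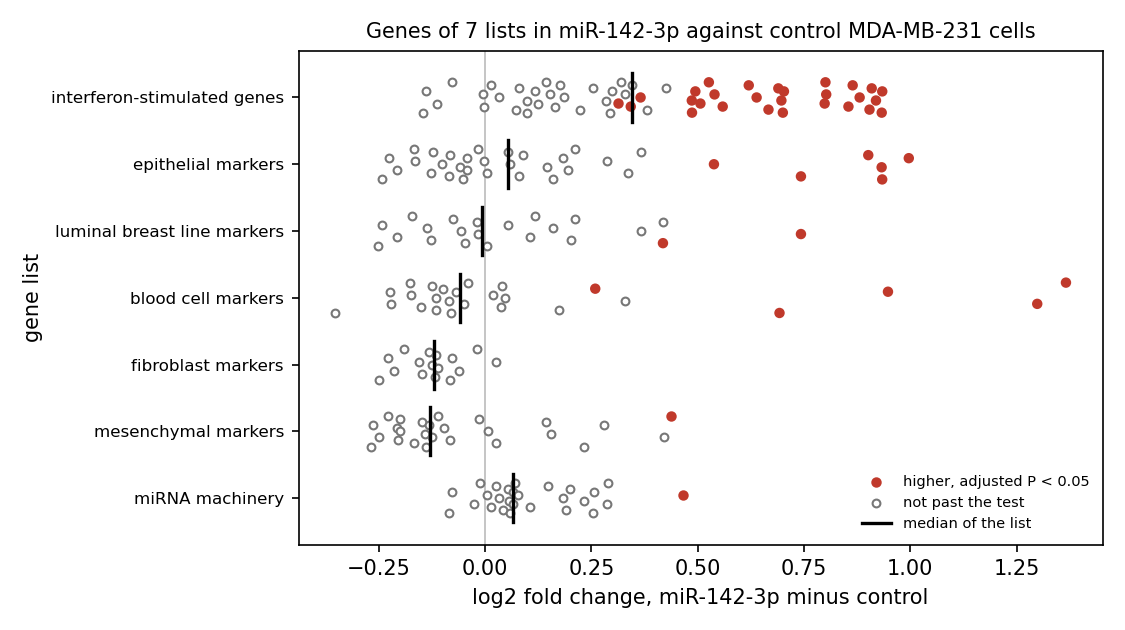
Log2 fold changes, miR-142-3p minus control, of the genes of 7 lists (points, 3 arrays per group), with genes past an adjusted P of 0.05 filled and the median of each list as a black bar. The interferon-stimulated genes have their median at 0.35, and the other 6 medians lie between −0.13 and 0.066.

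Markers of other cell types were measured beside them. Of 26 blood cell markers, 5 rose and none fell (5 higher and 2 lower when adjusted over the list alone), with a median of −0.059 (camera, adjusted p = 0.353). The rises were in the signal-regulatory genes SIRPB1 (1.37) and SIRPG (0.69), in CD177 (1.30 in the brighter of its clusters), in the receptor gene CD96 (0.95) and in CD14, the co-receptor for lipopolysaccharide (0.26, named after its values were seen). PTPRC, which encodes the pan-leukocyte antigen CD45, had 0.038 at a level of 3.91 in control arrays. Of 22 markers of luminal breast cells, AGR2 and ERBB3 (0.42) rose and none fell, also when adjusted over the list alone (camera, adjusted p = 0.170). EPCAM had 0.37 in its brighter cluster, which stands for it in the list (adjusted p = 0.155), and 0.38 in its other cluster, which passed the test (adjusted p = 0.0442 from limma). Of 16 fibroblast markers, none passed the test (none higher and 2 lower when adjusted over the list alone, median −0.12, camera adjusted p = 0.0504). Of 27 genes of the miRNA machinery, the decapping gene DCP2 rose (0.47, adjusted p = 0.0105) and none fell (8 higher and none lower when adjusted over the list alone), with a median of 0.066 (camera, adjusted p = 4.20e-05, and adjusted p = 0.125 with an estimated correlation). DICER1, AGO4 and AGO2, which process miRNAs or bind them, had log2 fold changes of 0.29 (adjusted p = 0.0805), 0.29 (adjusted p = 0.0620) and 0.26 (adjusted p = 0.106). The calls of ERBB3 and TNC were lost without 5 of the 6 arrays, that of TSPAN8 without 4, and those of DCP2 and CD96 without 3, and TSPAN8 and CD96 also lost theirs under the methods' t-test. The interferon-stimulated list passed camera with the preset correlation under every other split of the 6 arrays (adjusted p from 9.16e-09 to 0.0165). Each of those splits divides the miR-142-3p arrays unevenly, so part of the real difference stays in it. They are therefore no null comparison for a list that moved, and do not tell how often camera calls an unmoved list.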

*IL6ST, KLF4 and PGRMC2* have been linked to cancer pathogenesis [40–42], and downregulation of their mRNA expression by miR-142-3p may therefore be worth elucidating in future studies. Similarly, the upregulation of the protease inhibitors *SERPINB2* and *SERPINA6* in miR-142-3p-transfected cells (S1 Table) may have contributed to the antiinvasive phenotype. 

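Both serpin genes had a higher array value in cells with the miR-142-3p precursor. SERPINA6 (transcript cluster 7981059), whose product, corticosteroid-binding globulin, carries cortisol in plasma, rose from 6.31 ± 0.13 (log2, SD of 3 control arrays) to 8.03 ± 0.16 (SD of 3 miR-142-3p arrays), 3.29-fold. Its log2 fold change of 1.72 (standard error 0.10, adjusted p = 0.00179 from limma) was the largest rise of any cluster with a gene name. SERPINB2 (cluster 8021635), which encodes plasminogen activator inhibitor type 2, rose from 6.65 ± 0.22 to 7.85 ± 0.45, 2.30-fold (log2 fold change 1.20, standard error 0.23, adjusted p = 0.0494). The platform annotation pairs this cluster with no gene, and its name was taken from S1 Table. The related gene SERPINB4 fell by 0.89 on the log2 scale (adjusted p = 0.0128). SERPINE1 (cluster 8135069), which encodes plasminogen activator inhibitor type 1 and is likewise named only in S1 Table, fell by 0.62 (adjusted p = 0.00646). Matrix proteases and their inhibitors went both ways. Of 42 measured, without SERPINB2 and SERPINE1, 6 rose, 4 fell and 32 did not pass the test (10 higher and 14 lower when adjusted over the list alone), and the list did not stand apart from other genes (median −0.050, camera adjusted p = 0.891). SERPINA6 is counted among the 6 as a serpin, although its product carries cortisol and is not described here as a protease inhibitor. The other rises were in the matrix protease gene ADAMTS9 (1.00), in TIMP3, an inhibitor of metalloproteinases (0.50), in SERPINA1, which encodes alpha-1 antitrypsin (0.35), in PLAT, the tissue plasminogen activator (0.34), and in the collagenase gene MMP1 (0.31). The other falls were in the gelatinase gene MMP9 (−0.42), in PLAU, the urokinase plasminogen activator (−0.35), and in the cathepsin gene CTSL (−0.33). SERPINA1, PLAT, MMP1, MMP9, PLAU and CTSL were named after their values were seen. The call of SERPINB2 was lost under the methods' t-test (adjusted p = 0.16) and without each of the 6 arrays (adjusted p from 0.0616 to 0.140). The call of TIMP3 was lost without 5 of the 6 arrays and that of SERPINB4 without 3 and under the methods' t-test.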

With respect to factors modulating cytoskeletal function, a downregulation of Rac1, Cofilin-2 and *ROCK2* may have additionally influenced the invasion phenotype. Indeed, the small GTPase Rac1 affects cell spreading, directed cell migration and lamellipodia formation, and has been identified as a regulatory target of miR-142-3p in hepatocellular carcinoma cells [16]. A recent study could demonstrate that overexpression of constitutively active Rac1 is capable of suppressing a spreading defect of MDA-MB-231 cells caused by miR-149-dependent targeting of Rap1a and Rap1b [37], demonstrating the importance of this cytoskeletal regulator for cell adhesion and motility. Likewise, cofilin-2 is an important regulator of actin dynamics [69], and has been shown to be overexpressed in agressive forms of breast cancer [38]. While long-term downregulation of *RAC1* and *CFL2* mRNA levels by miR-142-3p in patient tumor tissues may be of relevance for metastatic spread, it cannot serve as an explanation for our *in vitro* observations, as a downregulation at the protein level was not observed due to a high protein stability, or low turnover rates, respectively (K. Brüggemann, unpublished).

In summary, this study has revealed a novel role for miR-142-3p in regulating breast cancer cell invasiveness, which could at least partially be attributed to a targeting of *WASL* and *ITGAV*, and possibly additional cytoskeletal regulators. Various modes of therapeutic miRNA delivery via microvesicle-mediated intravenous application, nanocomplexes, viral vectors, non-viral carriers or local application are currently under investigation and have been successfully applied in preclinical models for a variety of miRNAs [70–72]. Therefore, future investigations towards a role of miR-142-3p as a potential anti-metastasis drug for breast cancer appear rewarding in order to expand our understanding of miR-142-3p as a novel cytoskeletal regulator beyond basic cell biology.

## Supporting Information

S1 Fig Characterization of miR-142-3p expression in human breast cancer cell lines. a) Basal miR-142-3p expression levels relative to MDA-MB-468. microRNA was isolated from the indicated breast cancer cell lines, reverse transcribed and analyzed by TaqMan qPCR using ABI probes exactly as described in Götte et al. (2010). RNU6B served as a housekeeping RNA control. N = 3, error bars = SD. b) qPCR confirmation of successful upregulation of miR-142-3p after transfection with miR-142-3p and control miRNA precursors (see main manuscript and Götte et al. (2010) for details). microRNA was isolated 72h after transfection. N>3, error bars = SEM.
(PPT)

S2 Fig Significant upregulation of target genes by antimiR-142-3p-mediated inhibition in human breast cancer cell lines. qPCR using ABI TaqMan probes for *ROCK2* (MDA-MB-231) or *FLT1* (MCF-7) expression normalized to 18S rRNA expression after transfection with antimiR-142-3p and control miRNA precursor (see main manuscript and Götte et al. (2010) for details). N = 8, error bars = SEM, *P<0.05.
(PPT)

S3 Fig Migration position of N-WASP and Integrin-αV in Western blot analysis. Western blotting analysis of lysates of MDA-MB-468 cells subjected to miR-142-3p upregulation (miR-142-3p) and inhibition (anti-miR-142-3p) was performed as decribed in Fig 3F of the main manuscript. Mr indicates the migration position of molecular weight markers (Thermo Scientific PAGE ruler).
(PPT)

S4 Fig miR-142-3p induces a change in cell morphology and actin cytoskeleton structure in MCF-7 cells. Following transfection with a negative control miRNA, miR-142-3p precursors (all from ABI), cells were processed for immunohistochemistry as described in the main manuscript using ALEXA555-phalloidin (Invitrogen, Eugene, OR, USA, 1:1,000) for staining of actin filaments. miR-142-3p transfection induces a more rounded cell morphology and a more cortical actin distribution.
(PPT)

S5 Fig miR-142-3p modulates expression levels, but not subcellular distribution of N-WASP in MDA-MB-468 cells. Following transfection with a negative control miRNA, miR-142-3p precursors or an antimiR-142-3p (all from ABI), cells were processed for immunohistochemistry as described in the main manuscript using rabbit-anti-N-WASP (Cell signaling, 1:100) and appropriate ALEXA488-labeled secondary antibodies (Invitrogen, 1:600). N-WASP localizes to the cell periphery and to regions of cell-cell contact.
(PPT)

S1 Table Transcriptional changes (<1.5-fold, p<0.05) in miR-142-3p-transfected compared to control miRNA-transfected MDA-MB-231 cells according to Affymetrix screening on three biological replicates. The GEO accession number of this screening is GSE50829. See text for details.

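S1 Table gives, for 208 transcript clusters at the study's criteria, the gene symbol, the cytoband and the fold change between the groups, with falls written as negative folds. Its largest fall is that of WASL and its largest rise that of SERPINA6. The table has 76 clusters that were lower and 132 that were higher, with 199 distinct symbols, and the deposited values hold all 208 clusters. Each had the same direction in these values, and the log2 fold changes differed by at most 4.0e-05. The fold sizes ran from 1.50 to 3.29. With limma, 199 of the 208 were also past an adjusted P of 0.05, 126 higher and 73 lower, and the largest adjusted p among the 208 was 0.107. WASL, CFL2, IL6ST, SERPINB2 and SERPINA6 are in the table, and ITGAV and RAC1 are not. For 180 clusters the table and the platform annotation gave the same name, and for 17 the table gave an older name of the same gene. The annotation paired 10 clusters, SERPINB2 among them, with no gene. For 1 cluster, listed as PDIA6, which encodes a protein disulfide isomerase, the annotation gave ATP6V1C2. All 208 met the criteria under the methods' t-test as well as under limma. A further 86 clusters met them under the methods' t-test and are not in the table, 83 of them without a gene symbol.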

(DOC)

# Supplementary material for: microRNA miR-142-3p Inhibits Breast Cancer Cell Invasiveness by Synchronous Targeting of WASL, Integrin Alpha V, and Additional Cytoskeletal Elements
**Source:** PLoS One. 2015 Dec 10;10(12):e0143993. doi: 10.1371/journal.pone.0143993
**Supplement:** S1 Fig — a) Basal miR-142-3p expression levels relative to MDA-MB-468. microRNA was isolated from the indicated breast cancer cell lines, reverse transcribed and analyzed by TaqMan qPCR using ABI probes exactly as described in Götte et al. (2010). RNU6B served as a housekeeping RNA control. N = 3, error bars = SD. b) qPCR confirmation of successful upregulation of miR-142-3p after transfection with miR-142-3p and control miRNA precursors (see main manuscript and Götte et al. (2010) for details). microRNA was isolated 72h after transfection. N>3, error bars = SEM.

## Slide 1

a
b
S1 Fig. Characterization of miR-142-3p expression in human breast cancer cell lines. a) Basal miR-142-3p expression levels relative to MDA-MB-468. microRNA was isolated from the indicated breast cancer cell lines, reverse transcribed and analyzed by TaqMan qPCR using ABI probes exactly as described in Götte et al. (2010). RNU6B served as a housekeeping RNA control. N=3, error bars = SD. b) qPCR confirmation of successful upregulation of miR-142-3p after transfection with miR-142-3p and control miRNA precursors (see main manuscript and Götte et al. (2010) for details). microRNA was isolated 72h after transfection. N>3, error bars = SEM.
Reference:
Götte M, Mohr C, Koo CY, Stock C, Vaske AK, Viola M, Ibrahim SA, Peddibhotla S, Teng YH, Low JY, Ebnet K, Kiesel L, Yip GW. miR-145-dependent targeting of junctional adhesion molecule A and modulation of fascin expression are associated with reduced breast cancer cell motility and invasiveness. Oncogene 2010; 29: 6569-6580.

# Supplementary material for: microRNA miR-142-3p Inhibits Breast Cancer Cell Invasiveness by Synchronous Targeting of WASL, Integrin Alpha V, and Additional Cytoskeletal Elements
**Source:** PLoS One. 2015 Dec 10;10(12):e0143993. doi: 10.1371/journal.pone.0143993
**Supplement:** S2 Fig — qPCR using ABI TaqMan probes for ROCK2 (MDA-MB-231) or FLT1 (MCF-7) expression normalized to 18S rRNA expression after transfection with antimiR-142-3p and control miRNA precursor (see main manuscript and Götte et al. (2010) for details). N = 8, error bars = SEM, *P<0.05.

## Slide 1

S2 Fig. Significant upregulation of target genes by antimiR-142-3p-mediated inhibition in human breast cancer cell lines. qPCR using ABI TaqMan probes for ROCK2 (MDA-MB-231) or FLT1 (MCF-7) expression normalized to 18S rRNA expression after transfection with antimiR-142-3p and control miRNA precursor (see main manuscript and Götte et al. (2010) for details). N=8, error bars = SEM, *P<0.05.

# Supplementary material for: microRNA miR-142-3p Inhibits Breast Cancer Cell Invasiveness by Synchronous Targeting of WASL, Integrin Alpha V, and Additional Cytoskeletal Elements
**Source:** PLoS One. 2015 Dec 10;10(12):e0143993. doi: 10.1371/journal.pone.0143993
**Supplement:** S3 Fig — Western blotting analysis of lysates of MDA-MB-468 cells subjected to miR-142-3p upregulation (miR-142-3p) and inhibition (anti-miR-142-3p) was performed as decribed in Fig 3F of the main manuscript. Mr indicates the migration position of molecular weight markers (Thermo Scientific PAGE ruler).

## Slide 1

S3 Fig. Migration position of N-WASP and Integrin-V in Western blot analysis. Western blotting analysis of lysates of MDA-MB-468 cells subjected to miR-142-3p upregulation (miR-142-3p) and inhibition (anti-miR-142-3p) was performed as described in Figure 3f of the main manuscript. Mr indicates the migration position of molecular weight markers (Thermo Scientific PAGE ruler).

# Supplementary material for: microRNA miR-142-3p Inhibits Breast Cancer Cell Invasiveness by Synchronous Targeting of WASL, Integrin Alpha V, and Additional Cytoskeletal Elements
**Source:** PLoS One. 2015 Dec 10;10(12):e0143993. doi: 10.1371/journal.pone.0143993
**Supplement:** S4 Fig — Following transfection with a negative control miRNA, miR-142-3p precursors (all from ABI), cells were processed for immunohistochemistry as described in the main manuscript using ALEXA555-phalloidin (Invitrogen, Eugene, OR, USA, 1:1,000) for staining of actin filaments. miR-142-3p transfection induces a more rounded cell morphology and a more cortical actin distribution.

## Slide 1

S4 Fig. miR-142-3p induces a change in cell morphology and actin cytoskeleton structure in MCF-7 cells. Following transfection with a negative control miRNA, miR-142-3p precursors (all from ABI), cells were processed for immunohistochemistry as described in the main manuscript using ALEXA555-phalloidin (Invitrogen, Eugene, OR, USA, 1:1000) for staining of actin filaments. miR-142-3p transfection induces a more rounded cell morphology and a more cortical actin distribution.

# Supplementary material for: microRNA miR-142-3p Inhibits Breast Cancer Cell Invasiveness by Synchronous Targeting of WASL, Integrin Alpha V, and Additional Cytoskeletal Elements
**Source:** PLoS One. 2015 Dec 10;10(12):e0143993. doi: 10.1371/journal.pone.0143993
**Supplement:** S5 Fig — Following transfection with a negative control miRNA, miR-142-3p precursors or an antimiR-142-3p (all from ABI), cells were processed for immunohistochemistry as described in the main manuscript using rabbit-anti-N-WASP (Cell signaling, 1:100) and appropriate ALEXA488-labeled secondary antibodies (Invitrogen, 1:600). N-WASP localizes to the cell periphery and to regions of cell-cell contact.

## Slide 1

S5 Fig. miR-142-3p modulates expression levels, but not subcellular distribution of N-WASP in MDA-MB-468 cells. Following transfection with a negative control miRNA, miR-142-3p precursors or an antimiR-142-3p (all from ABI), cells were processed for immunohistochemistry as described in the main manuscript using rabbit-anti-N-WASP (Cell signaling, 1:100) and appropriate ALEXA488-labeled secondary antibodies (Invitrogen, 1:600). N-WASP localizes to the cell periphery and to regions of cell-cell contact.

# Supplementary material for: microRNA miR-142-3p Inhibits Breast Cancer Cell Invasiveness by Synchronous Targeting of WASL, Integrin Alpha V, and Additional Cytoskeletal Elements
**Source:** PLoS One. 2015 Dec 10;10(12):e0143993. doi: 10.1371/journal.pone.0143993
**Supplement:** S1 Table — The GEO accession number of this screening is GSE50829. See text for details.

**S1 Table. Transcriptional changes (<1.5-fold, p<0.05) in miR-142-3p-transfected compared to control miRNA-transfected MDA-MB-231 cells according to Affymetrix screening on three biological replicates.** The GEO accession number of this screening is GSE50829. See text for details.

How the deposited data were processed for this re-analysis (not part of the article)

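RNA of MDA-MB-231 cells transfected with 10 nM of a miR-142-3p precursor or of a control miRNA precursor was measured 72 h later on Affymetrix Human Gene 1.0 ST arrays, with 3 arrays per group. The qPCR, protein, reporter, invasion and microscopy data of the study were not analysed here. The deposited values are log2 expression values that the authors made in Partek Genomics Suite by RMA, with background correction, quantile normalization and summarization to 1 value for each of 33297 transcript clusters. Versions of Partek and RMA are not given in the sources used here. The values were used as deposited, without a further transformation or filter, after a check of their range and of their group differences against the folds of S1 Table. Quantile normalization removes any change shared by all mRNAs.

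Gene symbols were taken from the platform annotation. Of the 33297 clusters, 19460 had 1 symbol, 1754 had several and 12083 had none. Symbols were brought up to date through Entrez gene identifiers, of which 19429 matched and 31 did not, and 0 symbols changed. SERPINB2, SERPINE1 and ESRP1 had no gene in the annotation and were named from S1 Table, and listed genes without a cluster of their own in the annotation, these 3 among them, were not counted as measured in a list. For a gene with several clusters, the cluster with the highest mean over all 6 arrays was used in the gene lists.

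The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with the group as the only factor), and P values were adjusted over all clusters by the method of Benjamini and Hochberg, with a threshold of 0.05. The study's criteria were an unadjusted P under 0.05 and a fold change of at least 1.5. For the arrays, the methods name a one-way model with the group as its factor and Student's t-test per probe, and the methods' t-test, with equal variances, was run as an alternative. 23 gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, with P values adjusted over the lists, and members past the test were counted over all clusters and over the list alone. The lists were the targets that the study follows, actin assembly and severing, Rho GTPases and effectors, integrins and focal adhesions, interferon-stimulated genes, NF-kB and interleukin-1 responses, interleukin-6 family signalling, mesenchymal markers, epithelial markers, matrix proteases and their inhibitors, TGF-beta and BMP signalling and targets, cell cycle, mTORC1 signalling, vesicle traffic, the unfolded protein response, hypoxia and glycolysis, miRNA machinery, adenylate cyclases and cAMP signalling, luminal breast line markers, blood cell markers, fibroblast markers, reference genes and ribosomal proteins. The scripts were tested on simulated arrays with 200 changed clusters per fold size, and 2.5% of simulated lists that had not moved had a P under 0.05. The simulated clusters were independent of each other, so this share does not tell how often camera calls a list of correlated genes. In the real data the estimated correlation was 0.24 in the cell cycle list.

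The gene lists were fixed, and the genes named in the text were chosen by a rule that was fixed, before the array values were examined, while the folds of S1 Table, which come from the same arrays, had been seen. The rule took every gene that the paper names from its own measurements, the 10 largest rises and 10 largest falls among clusters past the adjusted P with 1 gene symbol in the platform annotation and separated groups (1 cluster per gene, the one with the larger change), and in each list the 4 members with the largest change and all past the adjusted P in a list with fewer than 5 of these. Genes named beyond this rule were chosen after their values were seen, as were CDH1, VIM and PTPRC and the genes set beside a list in the closing section.

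Alternatives fixed before the array values were examined were the methods' t-test, leaving out dim clusters (mean under the median of all means), clusters with 1 gene symbol only, array median centring, cyclic loess, a variance prior with trend and robust, array weights, the replicate number as a block, a fold minimum of 2, the adjusted P together with the fold minimum, an estimated correlation in camera, the mean of a gene's clusters, and leaving out each of the 6 arrays in turn. All 10 splits of the 6 arrays into 3 and 3 were compared with the real one. With 3 arrays per group, an exact permutation test of a single gene cannot give a p under 0.1. A comparison of genes with and without a miR-142-3p seed site was planned and not run, since no sequence of 3′ untranslated regions was at hand. No genome coordinates are given, since the gene table at hand does not name the genome build of the array.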

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

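The tests of the interferon-stimulated genes, of luminal cells as a source of the epithelial genes and of the splits for counts of clusters were chosen after the result was seen, and the tests of clusters without a gene symbol, of normalization for the epithelial genes and of the splits for gene lists were written before.

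Interferon-stimulated genes, which the paper does not discuss, were higher in cells with the miR-142-3p precursor, with a median log2 fold change of 0.35 and 28 of 57 past the adjusted P. Cyclic loess between arrays left the median at 0.38 and 31 genes past the adjusted P. This argues against a scale difference left between the deposited arrays, and cannot test the quantile normalization made before. RNA from blood cells is argued against by the blood cell markers as a list, whose upper quartile of 0.14 lies below that median. Of the 26 markers, however, 5 were past the adjusted P and all of these were higher. The marker PTPRC lay near the floor of the array, where a change could be missed. Interferon made by the cells stays open, since IFNB1 had a log2 fold change of −0.078 at a level near the floor of the array, where a change could be missed. A response to miR-142-3p through its targets and a response to the RNA of this precursor as such are hypotheses that stay open, since 1 precursor was set against 1 control.

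Clusters without a gene symbol, which the paper does not discuss apart from SERPINB2, met the study's criteria 128 times as higher and 23 times as lower. A scale difference left between the arrays is argued against, since 181 were higher and 21 lower after cyclic loess. The quantile normalization made before could not be tested in this way. The other splits of the 6 arrays gave 62 to 160 such clusters against 151 in the real split, and only the highest of them exceeded it. Noise of dim clusters may therefore account for much of their number. Their median level was 5.36, and their residual SD of 0.30 was above the 0.12 of clusters of like level. Of the 151, 28 higher and 7 lower were also past the adjusted P, and no biological explanation was tested. Whether some of them are control probes of the array was not checked.

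Epithelial genes had a median log2 fold change of 0.055, and the 6 past the adjusted P, CEACAM1, TSPAN1, SCNN1A, TSPAN8, AGR2 and ELF3, were all higher. After cyclic loess the median of those 6 genes was 0.94 and all kept their call, which argues against a scale difference left between the arrays. The effect of the earlier quantile normalization was not tested. RNA from luminal breast cells stays open, since the upper quartile of the luminal markers, 0.19, lies below 0.54, the smallest log2 fold change among the 6, but so does that of the epithelial list itself, 0.25. Of the 22 luminal markers measured, 8 also stand in the epithelial list, AGR2 among them. A response of the cells to miR-142-3p is a hypothesis that stays open as well, and the call of the list ended with an estimated correlation (adjusted p = 0.187).

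Genes of hypoxia and glycolysis as a group, which the paper does not discuss, had a median log2 fold change of 0.046 (camera, adjusted p = 0.0203, and adjusted p = 0.551 with an estimated correlation). Genes of the miRNA machinery, whose expression in these arrays the paper does not report, had a median of 0.066 and 23 of 27 members above 0.

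The 10 splits of the 6 arrays are too few for a share under 0.05, and in each comparison 1 split, the real one, reached the real value. The real split gave 932 clusters past the adjusted P and the highest other 0. At the study's criteria the real split gave 354 clusters and the highest other 165. The real split shifted 5 gene lists and the highest other 4. Every other split divides the groups unevenly and so keeps part of the real difference, and the interferon-stimulated list was among the lists shifted in each of them.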

How the results depend on the processing

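All alternatives reported here were fixed before the array values were examined, and the cause of a change was not tested except where the setting itself gives it. The number of clusters past the adjusted P, 557 higher and 375 lower, moved most. It was 298 and 219 under the methods' t-test, 1257 and 1103 with dim clusters left out, 1011 and 979 with clusters of 1 gene symbol only (both settings test fewer clusters), 870 higher with array median centring, 1000 and 752 with a variance prior with trend and robust, and 983 and 722 with array weights. Median centring left 408 lower and cyclic loess 827 and 475, within 1.5 times. Without 1 array it was 113 to 310 higher and 73 to 151 lower. Whether the replicate numbers pair the arrays is not stated in the sources used here. The deviations of arrays with the same number correlated at −0.0097, −0.017 and −0.18, which gave no sign of pairing and cannot exclude it. A fit with this number as a block, which spends degrees of freedom, gave 22 higher and 8 lower clusters. Of the 932 clusters, 398 were also called under the methods' t-test, 892 under each scaling, 900 with trend and robust and 930 with array weights. At the study's criteria, the 257 higher clusters became 128 with dim clusters left out, 125 with 1 gene symbol only, 34 at a fold minimum of 2 and 149 with the adjusted P required, and the 97 lower became 9 at a fold minimum of 2. The other settings left both counts within 1.5 times, 207 to 336 higher and 68 to 135 lower. Of the 208 clusters of S1 Table, 180 were tested and met the criteria with dim clusters left out, and 185 to 208 met them under the other settings with a fold minimum of 1.5. With an estimated correlation, camera's call was lost for the targets that the study follows (adjusted p = 0.125), epithelial markers (0.187), hypoxia and glycolysis (0.551) and miRNA machinery (0.125), and kept for interferon-stimulated genes (0.0475). That of hypoxia and glycolysis was also lost with dim clusters left out (0.163), with cyclic loess (0.0960) and without control replicate 3 or miR-142-3p replicate 2 (0.0164 to 0.0685 without 1 array). Fibroblast markers, at 0.0504, passed with the mean of a gene's clusters (0.0496), with the replicate block (0.0331) and without control replicate 1 or miR-142-3p replicate 2 or 3 (0.0418 to 0.104). Ribosomal proteins, at 0.119, passed as lower with dim clusters left out (0.0450), with cyclic loess (0.0255) and without control replicate 3 (0.0155 to 0.443). The other 17 lists stayed on their side of the threshold under the 11 alternatives that were run for lists. Of 109 named genes, 20 lost their call and 1 gained one under the methods' t-test, 50 lost it with the replicate block, and 8 to 24 lost it without 1 array. 2 genes near 0 changed sign and had no call: PGRMC2 with array weights (−0.015) and without control replicate 3 or miR-142-3p replicate 2 (−0.019 and −0.0030, up to 0.046 without another array), and FLT1 with median centring (0.017), cyclic loess (0.032), array weights (0.031) and without control replicate 1 or miR-142-3p replicate 3 (0.024 and 0.055, down to −0.085 without another array). The planned comparison of genes with and without miR-142-3p seed sites was not run. Signal over background limits dim clusters such as FLT1 (4.71 in control arrays) and IFNB1 (4.02), where a change could be missed.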

Differences from the paper's values

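The paper's number of genes that were higher at its criteria is 132, and the number found here for clusters was 257 with limma. Among the alternatives set before the array values were examined, the number fell within 1.5 times of the paper's with dim clusters left out (128), with clusters of 1 gene symbol only (125) and with the adjusted P required beside the fold (149). It did not with the methods' t-test (207), array median centring (315), cyclic loess (323), a variance prior with trend and robust (252), array weights (283), the replicate block (269), without 1 array (268 to 336) or at a fold minimum of 2 (34). The paper's number of lower genes, 76, was within 1.5 times of the 97 found here. It was not without control replicate 1 (135), control replicate 2 (120) or miR-142-3p replicate 2 (115) or at a fold minimum of 2 (9), and it was under the other alternatives. All 208 clusters of S1 Table met the criteria here, also under the methods' t-test. A further 86 met them under that test and are not in S1 Table, 83 of them without a gene symbol. The settings with nearer counts do not return the whole table. They kept 180 of the 208 with dim clusters left out, 189 with clusters of 1 gene symbol only and 199 with the adjusted P required.

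The paper's S1 Table lists cluster 8040249 as PDIA6, and the platform annotation pairs it with ATP6V1C2, which had a log2 fold change of 1.51. The cluster that the annotation pairs with PDIA6 had −0.0046 (adjusted p = 0.969).

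The paper names ITGAV and RAC1 among the genes that its screen led to. Both fell here, by 0.53 and by 0.36 on the log2 scale, and neither reached the fold minimum of 1.5, as neither is in S1 Table. WASL, CFL2 and IL6ST reached it.

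The paper reports by qPCR that ROCK2 (at the border of its test in MDA-MB-231), KLF4, PGRMC2 and ADCY9 were lower with miR-142-3p in some of its cell lines. It names KLF4 and PGRMC2 only for the other cell lines, while for ADCY9 the legend of Fig 2 names MDA-MB-468 and MCF-7 and the discussion states that it was not regulated in MDA-MB-468. In the arrays of MDA-MB-231 none of them passed the adjusted P, with log2 fold changes of −0.12, 0.15, 0.01 and −0.23. The unadjusted p of ADCY9 was 0.0164, that of ROCK2 0.0532 and that of PGRMC2 0.814 from limma, and that of KLF4, which had a higher value with miR-142-3p, was 0.0318. Under the methods' t-test these were 0.0354, 0.0121, 0.762 and 0.0247.

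The results text of the paper names another Affymetrix array type than its methods, and the deposited identifiers are those of the Human Gene 1.0 ST array of the methods. The legend of S1 Table writes its fold criterion with a less-than sign, while the fold sizes of its clusters run from 1.50 upward.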

Other observations

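Genes of the TGF-beta and BMP pathways, which act on growth and differentiation, changed in both directions. Of 41 measured, 8 fell and 5 rose (9 lower and 6 higher when adjusted over the list alone, camera adjusted p = 0.725), without SERPINE1, named only in S1 Table, which fell by 0.62. The falls included TGFBR1, a TGF-beta receptor (−0.65), INHBA, a subunit of activin (−0.67), the ligand gene TGFB2 (−0.56) and PMEPA1, a target and inhibitor of TGF-beta signalling (−0.72). The rises included ID3 (0.93), ID2 (0.82) and ID1 (0.58), targets of BMP signalling that inhibit basic helix-loop-helix transcription factors. Of 55 genes of vesicle traffic, 9 fell and 2 rose (11 lower and 5 higher when adjusted over the list alone), without ARL2, whose cluster has several symbols, and with VAMP3, CNIH4 (−0.68), RAB2A (−0.65) and RAB11FIP2 (−0.63) among the falls and STX3 (0.74) and SEC24C (0.65) as the rises. The median of this list was 0.0033 and its mean −0.052, beside a median of −0.028 over all clusters. Its camera direction, which is relative to other genes, was up (adjusted p = 0.948). Of 40 genes of mTORC1 signalling, 4 rose, PIK3R3 (0.81), RRAGC (0.77), SESN2 (0.47) and EIF4EBP2 (0.28), and 3 fell, AKT1S1 (−0.87), RHEB (−0.38) and EIF4EBP1 (−0.30), with 6 higher and 4 lower when adjusted over the list alone (camera, adjusted p = 0.551).

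Of 40 genes of NF-kB and interleukin-1 responses, 7 rose and 6 fell (9 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.757). SAA2, an acute-phase protein gene, rose by 1.09 in its brighter cluster and by 0.74 in the other, which is the cluster that S1 Table lists. IL1R1 rose by 0.75 and IL1B by 0.69, while the complement gene CFB fell by 0.71 and the adhesion gene ICAM1 by 0.54. Of 26 genes of interleukin-6 family signalling, IL6ST, IL11 (−0.53) and JUNB (−0.42) fell and none rose (6 lower and 3 higher when adjusted over the list alone, camera adjusted p = 0.116). LIFR, the receptor for leukaemia inhibitory factor, had −0.36 (adjusted p = 0.0800). Of 49 genes of the cell cycle, CCNE2 (0.73), CDK6 (0.55) and MCM6 (0.26) rose and E2F5 (−0.61) and CDC25C (−0.31) fell (4 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.725). Of 36 genes of hypoxia and glycolysis, STC1 rose and TXNIP (−0.74) and ARRDC4 (−0.62), inhibitors of glucose uptake, fell (4 higher and 3 lower when adjusted over the list alone).

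Of 30 genes of the unfolded protein response, SESN2 rose and ASNS (−0.26) fell, also when adjusted over the list alone (camera, adjusted p = 0.757). Of 30 genes of adenylate cyclases and cAMP signalling, AKAP5 (0.72) and PDE7A (0.29) rose and none fell (6 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.987). The list leaves out SIK1, whose cluster has several symbols and fell by 0.63. Of 12 reference genes, TFRC (0.37) rose and none fell, also when adjusted over the list alone (camera, adjusted p = 0.353), and of 38 ribosomal protein genes none passed the test over all clusters or over the list alone (median −0.052, camera adjusted p = 0.119), where the list of ribosomal proteins had 33 members below 0. Genes that the paper measured only in other assays had log2 fold changes of −0.16 for ITGB1 (adjusted p = 0.128), −0.14 for ITGB3 (adjusted p = 0.230), −0.12 for ITGB5 (adjusted p = 0.210), 0.052 for VCL (adjusted p = 0.583) and −0.015 for FLT1 (adjusted p = 0.937). The cluster of MIR142, which reads the primary transcript of the gene and not a transfected precursor, had −0.011 (adjusted p = 0.958). Its level of 3.87 in control arrays is near the floor of the array, where a change could be missed. IFNL1, an interferon lambda gene, had −0.15 (adjusted p = 0.472). Apart from the replicate block, the calls of TFRC, PDE7A, ASNS, E2F5, JUNB, AKAP5, SESN2, CDK6, ID2, IL11, CNIH4, ARRDC4, CFB and IL1B were lost under at least 1 alternative.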
